# FGF8 induces bone and joint regeneration at digit amputation wounds in neonate mice

**DOI:** 10.1016/j.bone.2025.117663

**Published:** 2025-10-03

**Authors:** Ling Yu, Mingquan Yan, Sarah M. Wolff, Joseph D. Knue, Hannah M. Smith, Connor P. Dolan, Ken Muneoka, Selim Romero, James J. Cai, Carissa Yun, Devon J. Boland, Regina Brunauer, Lindsay A. Dawson

**Keywords:** FGF8, Endochondral ossification, Joint regeneration, Joint morphogenesis, Cartilage, Bone

## Abstract

Due to increases in vascular diseases, the incidence of limb loss is predicted to more than double in the next quarter century. Therefore, developing a greater understanding of the latent regenerative capacity in mammals is a significant and growing goal. Mammals, including humans and mice, have limited regenerative capacity following limb amputation, with regenerative responses restricted to amputations transecting the distal digit tip (P3). Unlike P3, amputations of the adjacent skeletal segment, the middle phalanx, P2, are non-regenerative and result in bone truncation and soft tissue scar formation. As such, P2 amputation is a simple yet powerful model to test strategies for inducing mammalian musculoskeletal regeneration from an otherwise non-regenerative amputation plane. Here, we report that Fibroblast Growth Factor 8 (FGF8) drives synovial joint regeneration at P2 amputation wounds in neonate mice. This response is characterized by the regeneration of a synovial cavity, a skeletal nodule lined with articular cartilage, and tendon and ligament regeneration. FGF8 also induces cartilage formation on the P2 stump that serves as a template for partial P2 bone regeneration, thus FGF8 drives the composite regeneration of stump and joint tissues. FGF8-induced joint regeneration is associated with the upregulation of several, but not all, genes that characterize joint development, and is morphologically distinct from digit joint development. Lineage tracing studies demonstrate that cells at the amputation wound contribute to the regenerated joint structures. These studies provide evidence that the otherwise non-regenerative P2 amputation wound possesses tremendous regenerative capacity that is dormant under normal circumstances.

## 1. Introduction

It is estimated that 1 in 190 people in the United States live with limb loss, and due to increases in vascular disease, the incidence of limb loss is predicted to more than double by the year 2050 [1]. Limb amputations are associated with increased depression [2], decreased quality of life [3], decreased mobility [4], and an increased economic burden [5]. As such, developing a greater understanding of the latent regenerative capacity in mammals is a significant goal. Importantly, endogenous extremity regeneration responses are found in mammals, as amputations of the distal region of the fingertip can regenerate in humans [6–8], as can the distal digit tip (the terminal phalanx, P3) in mice [8–12]. P3 regeneration is characterized by complete bone restoration and is mediated by a structure called the blastema [10]. The blastema is a transient population of proliferating stem/progenitor cells that differentiate to re-form the tissues lost by amputation [10,13,14]. Unlike P3, amputations of the adjacent skeletal element, the middle phalanx, P2, are non-regenerative and result in bone truncation and soft tissue scar formation [15–17].

The amputation-level-dependent regenerative capacity of the digit offers it tremendous utility as a model system for devising strategies to induce mammalian tissue regeneration, in that knowledge gained from investigating P3 regeneration drives the selection of regenerative agents to screen at the P2 amputation wound. For example, given that Bone Morphogenetic Proteins (BMPs) and BMP receptors are expressed in the P3 blastema and are required for P3 bone regeneration [18], we demonstrated that BMP2 induces patterned P2 bone regeneration in neonate [16,19] and adult [20] mice, that can be further scaled up to limb amputations [16,21]. To facilitate bone regeneration at amputation wounds, BMP2 induces the formation of a transient cartilaginous structure, the endochondral ossification center (EOC) [16,20,22]. The EOC is comprised of chondrocytes at the stump apex that undergo hypertrophy in a polarized manner; hypertrophic chondrocytes are associated with the stump-EOC interface whereas chondrocyte proliferation is localized distally. The hypertrophic chondrocytes serve as a template for bone regeneration that extends directly from the amputation plane, and results in the complete restoration of amputated P2 length [16,20]. Of note, BMP2 regenerates only the bone that is amputated and does not regenerate other skeletal or joint structures. Accordingly, we next demonstrated that a different BMP, BMP9, induces synovial joint regeneration at P2 amputation wounds [22]. BMP9-induced joint regeneration involves the regeneration of a synovial cavity, a skeletal nodule lined with articular cartilage, and tendon and ligament regeneration, but does not involve regeneration of the P2 stump [22]. Indeed, we demonstrated that the sequential treatment strategy of first stimulating EOC formation with BMP2 followed by inducing joint regeneration via BMP9 drove the composite regeneration of both P2 stump and joint tissues [22]. Taken together, these findings demonstrate that the otherwise non-regenerative P2 amputation wound possesses tremendous regenerative capacity that is inactive under normal circumstances.

In addition to BMPs, Fibroblast Growth Factors (FGFs) play integral roles in musculoskeletal development and regeneration. Following limb amputation in highly regenerative animals, such as urodele amphibians, BMP7 and FGF8 secreted by the severed nerve functions to stimulate limb regeneration [23]. Using an induced accessory limb regeneration model in urodeles, the combined treatment of BMPs and FGFs (e.g., BMP2 plus FGF2 and/or FGF8) drive blastema and accessory limb formation after simple skin wounding [24,25]. A similar combination of BMPs and FGFs have also been shown to drive the regeneration of an accessory gill [26] and tail [27] in urodele amphibians. FGF signaling is also involved in P3 regeneration in mice and thus serves as a target growth factor family for potentially stimulating P2 regeneration. Indeed, FGF2 signaling has been shown to enhance blastema and osteoprogenitor proliferation during P3 regeneration [28], and has been recently discovered to induce the formation of a blastema-like structure at neonate P2 amputation wounds that can be further differentiated with sequential BMP2 treatment [29]. FGF2 treatment alone drives the formation of a joint-like structure at neonate P2 amputation wounds in approximately 30 % of digits [29]. Other FGFs drive regenerative outcomes at P2 amputation wounds, in that FGF8-treated iPSCs grafted into the adult P2 stump resulted in P2 skeletal elongation [30]. Given that FGF8 stimulated P2 bone elongation in adult mice [30], we narrowed our focus to screening FGF8 for regenerative outcomes at the neonate P2 amputation plane. In this study, we hypothesized that exogenous FGF8 could induce a multi-tissue regeneration response at neonate mouse P2 amputation wounds. To test this, we administered FGF8 at the P2 amputation wound and discovered that FGF8 drives the regeneration of a synovial joint-like structure. This response is characterized by the regeneration of a synovial cavity, a skeletal nodule lined with articular-like cartilage, and tendon and ligament regeneration. Intriguingly, FGF8 also induces EOC formation on the P2 stump that serves as a template for partial P2 bone regeneration. Therefore, FGF8 drives the composite regeneration of stump and joint tissues. We provide evidence that FGF8-induced joint regeneration is associated with the upregulation of some, but not all, genes that characterize joint development, and that joint regeneration is morphologically distinct from digit joint development. Lastly, lineage tracing studies demonstrate that cells at the amputation wound contribute to the regenerated joint structures. These studies provide evidence that regenerative failure after amputation is not due to a lack of cells that can participate in regenerative responses. Instead, we propose that regenerative failure is a consequence of absent and/or attenuated pro-regenerative signaling at the amputation site.

## 2. Methods

### 2.1. Mice, P2 amputation, and FGF8 treatment

Pregnant ICR mice (Charles River Strain Code: 022) were purchased from the in house breeding colony at the Texas A&M Institute for Genomic Medicine (TIGM). *Prg4*^*GFPCreERt2*^ mice [31] (JAX Stock # 022757) and *R26-tdTomato* mice [32] (JAX Stock # 007909) were purchased from the Jackson Laboratory and bred in house at TIGM. P2 digit amputations were carried out on hindlimb digits 2 and 4 at postnatal day 3 (PN3) [16,22]. P2 digit amputation transections the midportion of the P2 bone and entirely removes the P2/P3 joint, the sesamoid bone, the P3 bone and associated nail organ. Amputated digits were allowed to heal naturally, with would closure occurring on or prior to PN7. Following wound closure, implantation of a single agarose microcarrier bead (Affi-Gel Blue Gel beads, Bio-Rad, Hercules, CA) coated in FGF8 (500 ng/μl) or BSA (0.1 % in phosphate buffered saline) was implanted at PN7 into digits 2 and 4 using a sharpened tungsten needle [18], with each mouse yielding an n of up to 4 digits. To assess the distribution of FGF responsive cells soon after treatment, FGF8 or BSA treated samples were harvested 24 h after treatment and immunostained for phosphorylated-FGFR1 (p-FGFR1). Immunostaining revealed broad p-FGFR1 after FGF8 or BSA treatment, suggestive of endogenous FGF signaling within the digit. Importantly though, in FGF8-treated samples, p-FGFR1 was localized to the cells surrounding the induced cavity and the induced nodule, structures that are not present after BSA treatment (Supplementary Fig. 1). Amputations were performed on male and female mice in each litter, and all mice were treated similarly regardless of genotype. A power analysis determined a sample size of six digits was needed to detect a 17 % difference in cell number or bone length [33]. FGF8 treatment yields a ~ 61.5 % ratio of joint formation, therefore samples sizes consisted of *n* = 13–20 digits (4–5 mice) per experiment to yield an appropriate ratio, with sample sizes noted in the methods and results sections and in figure legends. Neonate mice were anesthetized by thermal cooling and adult mice were anesthetized by isoflurane inhalation (1.5–2.0 % in oxygen). Animals in each litter were randomly separated between FGF8 and BSA treatment groups and identified by ear notch. Male and female FGF8 or BSA treated digits were combined for analysis. Each experiment utilized at least two separate litters. At PN8, *Prg4*^*GFPCreERt2*+*/*−^*;R26-tdTomato*^+*/*−^ mice were injected (IP) with Tamoxifen (Sigma 5648; 10 mg/ml in corn oil, 10 μl per gram body weight; *n* = 20 digits (5 mice) per group). A subset of *Prg4*^*GFPCreERt2*+*/*−^*;R26-tdTomato*^+*/*−^ mice treated with FGF8 were injected with corn oil (n = 20 digits (5 mice)) as a control. Animal euthanasia was carried via carbon dioxide inhalation and verified via cervical dislocation. All animal use and techniques were approved on animal protocols *Wound Repair and Regeneration* - 2020–0267 (approval date 12/3/2020, expiration 10/31/23) and *Wound Repair and Regeneration* 2023–0204 (approval date 10/31/23, expiration 10/31/26) and received ethical approval from the Institutional Animal Care and Use Committee (IACUC) at Texas A&M University. These studies have been reported in line with the ARRIVE guidelines 2.0.

### 2.2. Tissue processing

For histology and immunohistochemistry, digits (*n* = 13–20 digits (*n* = 4–5 mice) per group per time point) were fixed in 10 % Neutral Buffered Formalin for 24–96 h at room temperature. For section in situ hybridization, digits were fixed in 4 % paraformaldehyde at 4 °C overnight. Digits were decalcified using Decalcifier I (Surgipath, Leica Biosystems, Richmond, IL) for 2 h (for digits collected prior to PN14) or 20 to 24 h (for digits collected after PN14) at room temperature. Digits were processed for paraffin histology, embedded in paraffin, and sectioned at 4 μm as previously described [34]. For section in situ hybridization, the *Prg4* (600 bp) antisense riboprobe was generated using the Digoxigenin-UTP transcription labeling Kit (Roche, Indianapolis, IN) as previously described [8] and counterstained with Alizarin Red (Sigma-Aldrich Co., St Louis, MO). For digit immunostaining, antigen retrieval has been described in great detail [34,35]. Primary antibodies were incubated overnight at 4 °C. Primary antibodies used include: Proliferating Cell Nuclear Antigen: mouse anti-PCNA (Abcam, Cambridge, UK; ab29, 1:1000 dilution); Collagen II: mouse anti-ColII (Acris Antibodies, San Diego, CA; AF5710, 1:200 dilution); Prg4: rabbit anti-Prg4 (LSBio, LS-B8236; 1:200); Sox9: rabbit anti-Sox9 (Abcam, ab185966, 1:500 dilution); p-FGFR1: rabbit polyclonal anti-FGFR1 (Phospho Y654) (Abcam, ab59194, 1:200 dilution); Aggrecan: rabbit anti-Acan (EMD Millipore, Billerica, MA; AB1031, 1:300 dilution); tdTomato: Goat anti-RFP (Origene, AB1140–100; 1:1000 dilution) or Rabbit anti-RFP (Abcam, ab62341; 1:100 dilution). Following primary antibody incubation, slides were washed with Tris-buffered saline with Tween 20 (Sigma-Aldrich Co.) and incubated in secondary antibodies for 45 min at room temperature [34], and counterstained with DAPI. For general histology, Mallory Trichrome staining was performed. Slide imaging was carried out using: the Olympus BX60 microscope and DP72 camera using the DP2-BSW software (Olympus America Inc., Center Valley, PA), the Olympus BX61 fluorescence deconvolution microscope using Slidebook software (Intelligent Imaging Innovations Inc., Denver, CO), or the Olympus VS120 microscope, with images processed using Fiji [36] and the BIOP VSI Reader [37]. Quantification of proliferating cells was performed on a medial section from each digit at 21 DPI; PCNA^+^ cells were manually counted and normalized to total DAPI cells. To determine statistical changes in cell proliferation, a one-way ANOVA was performed using GraphPad PRISM, version 9.5.1 (2023) (Graphpad Software, La Jolla, CA).

### 2.3. qRT-PCR RNA analysis

Total RNA was extracted from FGF8 (*n* = 16 digits; 4 mice) or BSA (n = 16 digits; 4 mice) treated digits from two individual litters at 24 h and 3 days post treatment using the RNeasy Plus Micro Kit (Qiagen) following the manufacturer’s instructions. Digits were pooled based on treatment and time of extraction. RNA quantification and quality control was performed using Nanodrop rations of 260/280 and 260/310. Following extraction, qRT-PCR was performed in triplicate with the SuperScript III Platinum One-Step qRT-PCR Kit w/Rox using the Eppendorf Realplex machine. The following Applied Biosystem Taqman primer sets (Thermo Fisher) were used: Col2a1 (Mm01309565_m1); Prg4 (Mm01284582_m1); Rpl12 (M02601627-gl); BMP2 (Mm01340178_m1); Wnt9a (Mm00460520_m1); Has2 (Mm00515089_m1); Cux1 (Mm01195598_m1); CD44 (Mm01277161_m1); Wnt4 (Mm01194003_m1); Osr1 (Mm00726877_m1); Osr2 (Mm00475202_m1); and GDF5 (Mm00433564_m1). Gene expression levels were normalized to the housekeeping gene, ribosomal protein L12 (RPL12), levels. Gene expression levels were analyzed using GraphPad PRISM (GraphPad Software, La Jolla, CA), using an unpaired *t*-test.

### 2.4. Single-cell RNA sequencing

Single-cell RNA sequencing (scRNA-seq) was performed 24 h post FGF8 (*n* = 20 digits; 5 mice) or BSA (n = 20 digits; 5 mice) treatment. Cell collection was carried out by removing the surrounding epithelium from the amputated digits and dissecting the tissue distal to the P2 stump, followed by placing the tissue into ice-cold PBS. Enzymatic dissociation was perform using 2 U/ml Liberase Blendzyme (37 °C, 4 h; Sigma-Aldrich Co.), with manual pipet trituration every 2 h. Cells from all FGF8 or BSA treated digits were pooled, thus it is likely the scRNA-seq includes FGF8 non-regenerative digits. Cells were filtered to remove aggregates, washed and resuspended in 0.8 % BSA in PBS.

Single cells were captured in Gel Beads-in-Emulsion (GEMs) using the Chromium Controller with Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 (10× Genomics, Pleasanton, CA). Barcoded cDNA was generated through reverse transcription, followed by amplification and fragmentation. Dual-indexed sequencing libraries were constructed according to the 10× Genomics Single Cell 3′ v3.1 protocol. Libraries were quantified, quality-checked, and sequenced on an Illumina NextSeq 2000 (Illumina, San Diego, CA). FASTQ formatted sequencing reads were processed using CellRanger (v9.0.0) (10× Genomics, Pleasanton, CA) with default parameters and the GRCm39–2024-A transcriptome reference for UMI and gene expression quantification. All downstream analyses were performed in R.

Ambient and doublet captures were removed from the count matrices using Seurat (v5) [38] by applying filters: 200 < nFeature <7500 and mitochondrial gene count <15 %. Datasets from BSA and FGF8 treated samples were merged, and gene counts were normalized using the SCTransform algorithm [39]. The datasets were then integrated using the Canonical Correlation Analysis (CCA) method. Clustering was performed at a resolution of 0.05, identifying nine distinct clusters. Uniform Manifold Approximation and Projection (UMAP) was used for dimensionality reduction, and the resulting embeddings were visualized in 2D space. Cluster-specific and shared markers were identified using the FindConservedMarkers function in Seurat. Conserved markers were ranked by the difference in percentage of cells expressing each marker between clusters (pct.diff = pct.1 - pct.2), averaged across both samples. The resulting unique, conserved, and highly expressed markers were cross-referenced against the PanglaoDB [40] to assign cell types. To identify fibroblast sub-populations, the integrated Seurat object was subset to include only cells identified as fibroblasts. This subset was re-clustered at a resolution of 0.2, revealing six sub-populations.

The Seurat FindMarkers function was used to identify differentially expressed genes (DEGs). DEGs were defined as genes having a *p* (Benjamini-Hochberg corrected *p*-values) < 0.05 and |log_2_FoldChange| > 1. Pathway enrichment was conducted using both the GO [41] and KEGG [42,43] enrichment databases with the clusterProfiler (v4) [44]. Volcano plots and heatmaps were rendered with the EnhancedVolcano (v1.24) [45] and and ComplexHeatmap (v2.22) [46] packages, respectively.

### 2.5. Microcomputed tomography (μCT) scanning

μCT scanning was performed on age matched FGF8 (*n* = 16 digits, 4 mice), BSA (*n* = 13 digits, 4 mice), or unamputated P2 digits (*n* = 8 digit, 2 mice) using the vivaCT 40 (SCANCO Medical, Wayne, PA) with the same parameters we have described previously in detail [34,35]. Adult mice were anesthetized using isoflurane gas (1.5 % in oxygen) during the scan, and scans were carried in under 10 min. Image generation and analysis of bone length was performed using the BoneJ Plugin for Fiji [34,47]. Due to the radiolucent nature of PN3 and PN7 stage digits, immediate post amputation or post treatment bone length assessments via μCT were not made; instead, bone length comparisons were made between adult stage matched FGF8 vs BSA treated digits, and only using FGF8-treated samples that showed the presence of a skeletal nodule (*n* = 10/16 digits; 4 mice). As such, small differences in the P2 amputation plane could contribute to the trends observed. To determine statistical changes in bone length, a one-way ANOVA was performed using GraphPad PRISM.

## 3. Results

### 3.1. FGF8 treatment induces composite tissue regeneration at P2 amputation wounds

Middle phalanx (P2) amputation results in regenerative failure characterized by bone truncation and soft tissue scar formation. P2 amputation has been previously described [16,19,20,22]. Briefly, in neonate mice, P2 amputation at postnatal day 3 (PN3) eliminates the nail organ, the P3 and sesamoid bones, and the P2/P3 joint, while also bisecting the ventral tendon and dorsal ligament, and removing approximately 30 % of the P2 bone (Fig. 1A, amputation shown as a dashed line). To induce regenerative outcomes at P2, our previous studies utilized microcarrier beads implanted distal to the bone stump for targeted growth factor delivery [16,22]. We have shown that microcarrier beads transiently release growth factor over the span of 72 h [22]. Here, we used the same strategy; at 4 days post amputation (DPA), corresponding to PN7, an FGF8-coated microcarrier bead (500 ng/μl) or BSA control bead (0.1 % in PBS) was implanted into the amputation wound (Fig. 1A, blue dot). Digits were collected at 21 days post FGF8 or BSA implant (DPI) and processed for histological and immunohistochemical analysis. Mallory trichrome staining revealed a robust regeneration response induced by FGF8 treatment, characterized by a joint-like structure consisting of cartilage nodule (n) and cavity (c) formation, as well as ventral tendon (arrows) and dorsal ligament (arrowheads) regeneration (Fig. 1B, C; *n* = 8/13 (4 mice), 61.5 % frequency, split evenly between males and females). Our previous studies have shown that BMP2 induces chondrogenesis on the stump apex, and the chondrocytes are organized into an Endochondral Ossification Center (EOC) that facilities restoration of the amputated P2 length [16,22]. Importantly, FGF8 also induced chondrogenesis at the P2 stump (s) apex distal to the amputation plane (Fig. 1B, C, amputation plane shown as a dashed line), thus inducing the formation of an EOC-like structure. Comparatively, BSA treatment did not yield a multi-tissue regeneration response, and instead showed bone truncation at the amputation level (dashed line) and scar tissue capping the P2 stump (Fig. 1D, E, n = 16 digits; 4 mice). The 38.5 % of FGF8 non-regenerative digits parallelled the BSA response, in that they showed bone truncation at the amputation plane and soft tissue scar formation (Supplementary Fig. 2 A). Of note, both BSA and non-regenerative FGF8-treated digits were histologically analogous to digits that received a simple P2 amputation followed by no treatment and endogenous wound healing, as previously described in detail [17].

To determine if FGF8 treatment induced a multi-tissue joint regeneration response, immunostaining using markers for cartilage, synovial cavity, and tendon was performed on FGF8-treated digits that formed a joint or BSA-treated digits harvested at 21 DPI and compared to the unamputated PN15 joint. Double immunostaining for the early cartilage marker SOX9 and Proliferating Cell Nuclear Antigen (PCNA) revealed SOX9^+^/PCNA^+^ cells within the FGF8-induced EOC and localized to the periphery of the nodule (Fig. 1F, open arrowheads and inset). SOX9 immunostaining was polarized within the nodule, with SOX9^+^ cells primarily localized adjacent to the cavity (Fig. 1F). In contrast, BSA-control digits revealed few SOX9^+^ chondrocytes (arrowhead), and cell proliferation was dispersed within the fibrotic cap (Fig. 1F’), similar to the dispersed PCNA^+^ cells in non-regenerative FGF8-treated digits (Supplementary Fig. 2B). In the uninjured joint, SOX9 was localized to the P2/P3 articular cartilage whereas cell proliferation was largely associated with the marrow regions (Fig. 1F”). The cartilage marker Collagen Type 2 (COL2) showed broad staining in the FGF8-induced nodule and the EOC similar to the broad staining in the uninjured P2/P3 joint, whereas BSA-control digits lacked COL2 staining at the distal stump (Fig. 1G–G”). The cartilage marker Aggrecan (ACAN) and PCNA revealed robust co-staining of the EOC, whereas the nodule showed punctate ACAN staining (Fig. 1H). In BSA-control digits, ACAN staining capped the distal stump, potentially suggestive of fibrocartilage formation, as fibrocartilage expresses ACAN [48]. In the uninjured joint, punctate ACAN immunostaining was broadly localized to the P2/P3 articular cartilage (Fig. 1H”). Immunostaining for Proteoglycan 4 (PRG4), the joint lubricant expressed by synovial fibroblasts [49], identified PRG4^+^ cells lining the FGF8-induced cavity as well as the uninjured digit P2/P3 joint cavity, whereas PRG4 was absent at the stump of BSA-control digits (Fig. 1I–I”; representative area of Fig. 1I shown in Supplementary Fig. 3). Lastly, the tendon marker, Scleraxis (Scx), showed Scx^+^ cells abutting the nodule in FGF8-treated digits (Fig. 1J), corresponding to the regenerated ventral tendon attachments (Fig. 1B; arrows). Scx^+^ cells were not present in the distal stump of digits treated with BSA (Fig. 1J’). Scx^+^ immunostaining was broadly localized to the ventral tendon subjacent to the P2 bone in the uninjured digit (Fig. 1J”).

To gain insight into the maturation of the regenerated structures, FGF8 (*n* = 10/16 digits (4 mice), 62.5 % joint frequency) and BSA-control (*n* = 13; 4 mice) digits were harvested at 56 DPI. Histological and microcomputed tomography (μCT) analysis demonstrated that the nodule (n) ossified centrally (Fig. 2A, D), whereas the cartilage adjacent to the synovial cavity (c) matured into histologically distinguishable articular-like chondrocytes (Fig. 2A, C) akin to the uninjured P1/P2 joint articular cartilage (Fig. 2B). We have previously shown that BMP9 treatment induced the formation of a hemijoint, in that the nodule-associated cartilage differentiated into articular cartilage, whereas cells along the stump did not [22]. After FGF8 treatment, we also noted that the stump (s) cartilage did not show histologically distinguishable articular-like chondrocytes by 56 DPI (Fig. 2C). Given that the stump forms an EOC, and at 56 DPI the P2 stump has ossified, we questioned if the transient stump EOC-chondrocytes serve as a template for bone regeneration. Indeed, μCT scanning demonstrated that the FGF8-induced EOC stimulated 14 % restoration of the P2 bone length compared to BSA-controls (amputation plane shown as a dashed line in Fig. 2A, D; quantification performed on FGF8-treated digits showing the presence of a nodule, n = 10 of the 16 total treated digits; 4 mice), yet did not fully restore bone length to the unamputated level (Fig. 2D; one-way ANOVA; **** *p* < 0.0001, ** *p* < 0.01; *n* = 8 unamputated digits (2 mice)). We speculated that cell proliferation localized to the EOC, as shown in Fig. 1F and H, was associated with the increase in P2 bone length post FGF8 treatment. To investigate this, we quantified PCNA^+^ cells localized to both the FGF8-induced EOC and the FGF8-induced nodule (*n* = 7 digits; 4 mice) and compared that to cell proliferation localized to the distal P2 stump of BSA-control (*n* = 6; 3 mice) digits at 21 DPI. Cell proliferation was similar between the FGF8-induced EOC and the nodule, yet both showed enhanced proliferation compared to the P2 stump of BSA-treated control digits (Fig. 2E, one-way ANOVA; **** *p* < 0.0001). Like the 56 DPI histological staining, immunostaining for SOX9, COL2, and ACAN demonstrated that nodule-associated chondrocytes were primarily localized adjacent to the cavity (Fig. 2G–I), and that few COL2^+^ cells were present on the P2 stump (open arrowheads) after FGF8 treatment (Fig. 2H). BSA-control digits showed fibrous tissue capping the bone stump (note the space in the tissue is not a synovial cavity, but an artifact of tissue processing and sectioning) and no distinguishable chondrocytes (Fig. 2F’). BSA-control digits lacked SOX9^+^ and COL2^+^ cells yet showed robust ACAN immunostaining at the stump apex further suggestive of fibrocartilage formation [48] (Fig. 2G’–I′). Collectively, these data support the conclusion that FGF8 treatment induced a composite tissue regeneration response at the otherwise non-regenerative P2 amputation wound, characterized by the regeneration of a synovial joint with stable articular-like cartilage and partial stump bone restoration facilitated by EOC proliferation.

### 3.2. FGF8-induced joint regeneration taps into some, but not all, genes that characterize joint development and is morphologically distinct from digit joint development

The induction of a joint after amputation raises the intriguing possibility that FGF8-induced joint regeneration recapitulates the gene expression of joint development. During limb development, the structure that will eventually become the skeleton is initially comprised of a contiguous cartilaginous rod, the cartilaginous anlagen, and joint development proceeds within the cartilage anlagen via distinct regions called the joint interzone [50,51]. Incipient joint formation is marked by the expression of *Gdf5* [52], *Cux1* [53], *Wnt9a* (formerly *Wnt14*) [54], *Wnt4* [55], *Osr1* and *Osr2* [56,57], the downregulation of *Col2a1* [58], the upregulation of the cavity associated genes *Has2* [59] and *CD44* [60], as well as the upregulation of the joint lubrication gene *Prg4* [49]. We assayed the expression of these candidate genes at early time points post FGF8 (*n* = 16 digits pooled; 4 mice) or BSA (n = 16 digits pooled; 4 mice) treatment (Fig. 3). At 24 h, FGF8 treatment upregulated *Gdf5* expression, but did not alter *Cux1*, *Wnt9a*, *Wnt4*, *Osr1*, *Osr2*, or *Col2a1* expression (Fig. 3A; unpaired *t*-test; **** *p* < 0.0001, *** *p* < 0.005, ** *p* < 0.01, * *p* < 0.05; ^ns^*p* > 0.05; cycle threshold (Ct) values shown in Supplementary Fig. 4.). At 72 h, FGF8 upregulated *Gdf5*, *Cux1*, and *Col2a1* expression, had no effect on *Wnt9a*, *Osr1*, and *Osr2* expression, and downregulated *Wnt4* expression (Fig. 3B). At 24 h, expression of *CD44*, *Has2*, and *Prg4* was upregulated after FGF8 treatment (Fig. 3C), providing evidence that the onset of cavitation and cavity lubrication are an early event following FGF8 treatment. These data suggest that FGF8-induced joint regeneration may tap into gene expression of joint development, but that it is not simply a genetic replica of joint development in the context of a wound environment.

We have previously shown that sequential BMP2 and BMP9 treatment induced EOC and joint regeneration at the P2 amputation wound [22]. Due to the similarities in regenerative outcomes between sequential BMP2 and BMP9 treatment and FGF8 treatment, we next sought to determine if FGF8 upregulated *Bmp2* to induce the similar responses. At 24 h, *Bmp2* was unchanged (Fig. 3D), yet by 72 h, *Bmp2* expression was enhanced (Fig. 3E). These data point to the interesting possibility that FGF8 could stimulate EOC formation via upregulation of *Bmp2*.

Given that FGF8-induced joint regeneration was characterized by the upregulation of several genes associated with joint development, we next questioned to what extent the morphology of induced-joint regeneration was analogous to digit joint development. Digit joint development occurs within the interzone and essentially interrupts the cartilaginous anlagen. Developmental digit joint cavitation has been eloquently described; the nascent cavity initiates as a series of microcavities that form within the interzone, and merge over the course of several days to form the joint cavity proper [61]. To investigate the early stages of digit joint regeneration, FGF8 (*n* = 16–20 digits per group (4–5 mice) and screened for the presence of nodule) or BSA-treated digits (n = 16 digits per group (4 mice)) were harvested at 1, 3, 8, and 15 DPI (Fig. 4). FGF8-induced joints harvested at 1 DPI demonstrated that cavity formation initiated as a disorganized space adjacent to the early nodule (Fig. 4A, B), whereas nodule and cavity formation was absent after BSA treatment (Fig. 4A’, B′). Quantification of SOX9 immunostaining at 1 DPI showed that nodule chondrocyte differentiation occurred prior to stump EOC chondrocyte differentiation, as stump SOX9^+^ cells were restricted to the proximal P2 stump growth plate (Fig. 4C, D, E). Both FGF8 and BSA-treated digits showed broad cell proliferation throughout the wound site at 1 DPI (Fig. 4C, D’; Supplementary Fig. 5 A). By 3 DPI in FGF8-treated digits, the cavity had become organized into a single space localized distal to the early EOC (Fig. 4F, G), while control digits lacked cavity, nodule, and EOC formation (Fig. 4F’–I′). SOX9^+^/PCNA^+^ cells were localized to the nodule, whereas the EOC was several cell layers thick (bracket in Fig. 4F, G) but had few SOX9^+^ chondrocytes compared to the nodule (Fig. 4J), including several SOX9^+^/PCNA^+^ cells (Fig. 4H, I, arrowheads, Supplementary Fig. 5B). At 8 DPI, the nodule was largely comprised of SOX9^+^ cells and cell proliferation associated with the nodule was primarily localized to cells directly lining the cavity, whereas chondrocyte differentiation of the EOC (bracket) was again not robust at this stage (Fig. 4K–O). By 15 DPI, the EOC (bracket) had differentiated into chondrocytes (Fig. 4P, Q, R, S, T), and both the nodule core and the proximal EOC were undergoing chondrocyte hypertrophy. BSA-treated digits at both 8 and 15 DPI lacked nodule, cavity, and EOC formation, and instead were characterized by bone truncation and soft tissue scar formation that encased the stump (Fig. 4K’–N′, P′–S′). At all timepoints assayed, immunostaining quantification revealed no differences in cell proliferation, and no differences in the proportion of proliferating chondrocytes (Supplementary Fig. 5), thus FGF8 did not induce changes in chondrocyte proliferation, but rather induced chondrocyte differentiation in treated digits. These findings provide evidence that the FGF8-induced joint regeneration response is morphologically distinct from digit joint development, as digit joint development begins as an interruption of the contiguous cartilage rod, whereas the FGF8-induced joint is initially characterized by simultaneous cavity and nodule formation (and chondrocyte differentiation) early after treatment, and secondarily by EOC formation and chondrocyte differentiation, followed by expansion of the nodule, cavity, and the EOC (Fig. 5).

Histological analysis indicated that cavity and nodule morphogenesis were an early event following FGF8 treatment, occurring within the first 24 h (Fig. 4A–C). To gain a deeper understanding of the transcriptional drivers of this response, we generated single-cell RNA sequencing (scRNA-seq) datasets at 24 h post FGF8 (*n* = 20 pooled digits; 5 mice) or BSA (n = 20 pooled digits; 5 mice) treatment. 

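The hindlimb digits behind both datasets were amputated at postnatal day 3 and received a bead with FGF8 (500 ng/µl) or 0.1% BSA at postnatal day 7, and cells were collected 24 h later, at postnatal day 8. In droplet-based scRNA-seq, each captured transcript carries the barcode of its cell and a unique molecular identifier (UMI), so that PCR copies of a transcript are counted once. Cells of all digits of a treatment were pooled before capture, so each condition is 1 library, the difference between conditions has no replicate check, and no p-value was computed. The authors made the deposited counts with Cell Ranger on the mouse GRCm39 transcriptome; they are raw UMI counts per gene and cell barcode, without normalization and before the filters of the paper's methods. The FGF8 library held 7249 barcodes and 124889213 UMIs, with a median of 12285 UMIs per barcode. The BSA library held 3703 barcodes and 67739460 UMIs, with a median of 14835. For each cell type, UMIs of a gene were summed over the cells of a library and expressed as CPM, the gene's counts per 1000000 UMIs of those cells, and the libraries were compared as the log2 ratio of these values, FGF8 over BSA. Ratios are given with exact conditional 95% intervals, sums with exact Poisson intervals and shares of cells with exact binomial (Clopper-Pearson) intervals. All of these cover counting error only and not the variation between animals. The intervals of ratios and sums take each UMI as independent, so they also leave out the variation between cells. They are too narrow for genes whose UMIs lie in few cells. Because the libraries differed in UMIs per cell, shares of cells with a UMI were also computed after each cell had been thinned at random to 2000 UMIs, which left out 781 of the FGF8 cells and 343 of the BSA cells that passed the filters. Free RNA from broken cells can give a droplet UMIs of genes its cell does not express, so such shares are set beside those in cell types that should lack the gene. Cells were called female when they had a UMI of *Xist* and none of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, and male in the opposite case. Of the called cells, 24.6% were female in the FGF8 library (1151 female-called and 3523 male-called cells; 95% interval 23.4–25.9%) and 79.3% in the BSA library (1943 and 507 cells; 77.7–80.9%). The pools therefore differed in the sex of their cells as well as in treatment, and ratios were also computed within female-called and within male-called cells.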

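More than 200 and fewer than 7500 detected genes, with a mitochondrial share under 15%, were found in 6715 barcodes of the FGF8 library (92.6%) and 3252 of the BSA library (87.8%). In the FGF8 library 274 barcodes reached 7500 genes, 19 had 200 or fewer and 241 reached a mitochondrial share of 15%; in the BSA library these numbers were 161, 150 and 144. When genes found in fewer than 3 cells were left out before genes were counted, an alternative chosen after seeing the data, 6716 and 3252 cells passed. The kept cells had a median of 12251 UMIs and 3668 genes in the FGF8 library and 15377 UMIs and 4190 genes in the BSA library. Of the alternatives, a stricter filter (more than 500 and fewer than 6000 genes, mitochondrial share under 10%) moved the cell numbers most, to 4983 and 2595.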

The FGF8 dataset yielded 6716 cells and the BSA control was comprised of 3252 cells. 

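Clustering at a resolution of 0.05, after SCTransform normalization of each library and CCA integration, gave 9 clusters, each with cells of both libraries. Clusters were named from fixed lists of marker genes. A name such as fibroblast-like means only that the cluster had the highest levels of that list and met rules on detected markers, leading genes and UMIs. The fibroblast-like cluster, led by *Mfap5*, *Mfap4* and *Crabp1*, held 3321 FGF8 cells, 49.5% of the library (95% interval 48.3–50.7%), and 1712 BSA cells, 52.6% (50.9–54.4%). Macrophage-like cells made up 13.4% of the FGF8 library and 14.5% of the BSA library, smooth muscle or pericyte-like cells 4.24% and 5.69%, Schwann-like cells 3.57% and 3.81%, chondrocyte-like cells 2.13% and 2.00%, and mast-like cells 0.819% and 1.17%. Erythroid-like cells (9.11% and 2.55%) and neutrophil-like cells (7.98% and 4.86%) took a larger share of the FGF8 library, beyond the counting intervals. With types called per cell this held for erythroid-like cells (9.49% and 3.32%) but not for neutrophil-like cells (3.19%, 2.78–3.64%, and 3.01%, 2.45–3.66%). Under the stricter filter it held for neutrophil-like cells (10.6% and 5.93%) but not for erythroid-like cells (1.12%, 0.850–1.46%, and 0.732%, 0.441–1.14%). That filter kept only 56 of 612 FGF8 and 19 of 83 BSA erythroid-like cells, so it cannot tell whether their difference holds. A cluster of 625 FGF8 and 416 BSA cells with few UMIs (median 3775 and 3109) was led by *Lgals7*, *Fabp5* and *S100a16* and was left without a name; without integration, endothelial-like cells (2.46% and 2.74%) and keratinocyte-like cells (3.99% and 5.90%) formed clusters of their own. The fibroblast-like name depends on how leading genes are ranked, and the ranking was chosen after seeing the data. Of 5 rankings looked at, the fold among genes found in at least 50% of a cluster's cells, which was kept, and the difference in percent of cells placed a fibroblast marker (*Dpt* or *Pdgfra*) among the 10 leading genes and no tenocyte marker. The other 3, the fold with 10 CPM added and the fold among genes in at least 10% or 25% of cells, placed a tenocyte marker there (*Thbs4* or *Kera*) and no fibroblast marker, and would have left the cluster without a name. The cells of the cluster, and so the values given for it, are the same under any of them. At a resolution of 0.2, the alternative that moved the shares most, tenocyte-like cells made up 23.6% of the FGF8 library and 18.7% of the BSA library, and fibroblast-like cells 18.5% and 26.8%.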

9 overlapping cell clusters were identified (Fig. 6A, B), with fibroblasts the most abundant cell type (Fig. 6C). Given the abundance of fibroblasts, and consistent with studies identifying fibroblasts as a key component of P3 regeneration [62–64], we assessed differential gene expression across fibroblasts with an average Log2FC > 1 and identified 270 upregulated genes after FGF8 stimulation (Supplementary Table 1) and 84 downregulated genes (Log2FC < 1; Supplementary Table 2). 

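In fibroblast-like cells, 69922003 UMIs of the FGF8 library and 35545757 UMIs of the BSA library were summed. The 270 genes of Supplementary Table 1 had a median log2 ratio of 1.32 (95% interval of the median 1.29–1.39), all 270 were above 0 and 257 were above 1. The 84 genes of Supplementary Table 2 had a median of -1.34 (-1.43 to -1.29), all 84 were below 0 and 80 were below -1. Random lists of the same size matched on mean expression had medians between -0.14 and -0.03 for the longer list and between -0.25 and -0.01 for the shorter one (95% range of 10000 lists). The paper chose both lists on these libraries, so these medians are not independent evidence. Within female-called cells the medians were 1.51 and -1.39, and within male-called cells 1.19 and -1.26; 264 of the 270 genes were above 0 and 82 of the 84 below 0 in both sexes. Thinning to 5000 UMIs per cell and the stricter cell filter moved the shorter list most, both to a median of -1.10. With SCTransform-corrected counts and Seurat's fold, 249 of the 270 genes were above 1 and 70 of the 84 below -1. Among genes with at least 100 UMIs and the same direction in both sexes, the 10 highest were *Mmp10*, *Csf3*, *Gzme*, *Gzmd*, *Mmp3*, *Reg1*, *Esm1*, *U90926*, *Csta3* and *Rps6kl1*. *Gzme* had 274 UMIs and *Gzmd* 195 UMIs in the FGF8 library and none in the BSA library, at least 46.4-fold and 33.0-fold higher against a floor of 3 counts; they are neighbouring paralogs on chromosome 14 whose reads the counting could have split, and were found in 0.843% and 0.391% of FGF8 cells. *Csf3* had 115 UMIs against 1, a log2 ratio of 5.87 (3.36–11.19). *Csta3*, of a family of close paralogs, also led the neutrophil-like cluster, and had 105 UMIs in 1.14% of FGF8 fibroblast-like cells. *Reg1* (159 UMIs in 0.181% of FGF8 cells) and *Rps6kl1* (145 UMIs in 0.391% of FGF8 cells, and 6 UMIs in 0.292% of BSA cells) came from few cells. *Reg1* had a log2 ratio of 5.88 in female-called and 0.01 in male-called cells. The 10 lowest were *Ccl21a*, *Minar2*, *Ppp2r2c*, *Chad*, *C9*, *Wdr17*, *Arfgef3*, *Adamts19*, *Gpm6a* and *Dpp4*, between -2.62 for *Ccl21a* (-3.06 to -2.20), which has close paralogs and marks lymphatic endothelial cells, and -1.74 for *Dpp4* (-1.91 to -1.57).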

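Of the 97 S and G2/M phase genes in Seurat's cell cycle lists, written in mouse capitals, 95 had a higher CPM in the fibroblast-like cells of the FGF8 library and 43 had a log2 ratio above 1. Their median log2 ratio was 0.93 (95% interval 0.82–1.07), above every one of 10000 random lists of the same size matched on mean expression, whose medians lay between -0.13 and 0.04 in 95% of draws; this describes the 2 libraries and is not a test of the treatment. The 43 S phase genes had a median of 0.59 and the 54 G2/M phase genes a median of 1.24. Within female-called cells the median over both phases was 1.08 and within male-called cells 0.71. The list was the alternative that moved the value most: the Reactome set Cell Cycle, Mitotic, of which 394 genes had at least 10 UMIs, had a median of 0.34 (0.30–0.38), with 311 genes above 0. *Birc5* rose from 78.5 CPM in BSA to 228 CPM in FGF8 fibroblast-like cells, a log2 ratio of 1.54 (1.48–1.59), and *Cenpa* from 54.7 to 184 CPM, a log2 ratio of 1.75 (1.68–1.82).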

Gene Ontology (GO) analysis identified enrichment of cell proliferation in the fibroblasts following FGF8 treatment (Fig. 6D). Similarly, KEGG enrichment analysis also identified cell proliferation, as well as general inflammatory pathways (Fig. 5E). 

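The enrichment databases used by the paper were not used here, and the inflammatory genes were taken as families by symbol instead: chemokines (*Cxcl* and *Ccl*) and interleukins, of which 49 had at least 10 UMIs in fibroblast-like cells. Their median log2 ratio was -0.10 (95% interval -0.33 to 0.28), a median at percentile 48.2 of random lists matched on expression, with 21 genes above 0 and 28 below. The sign of the median changed with the processing: it was 0.36 after thinning to 2000 UMIs per cell, 0.17 after thinning to 5000 UMIs, 0.26 with each cell weighted equally, 0.17 with the stricter cell filter and 0.04 with Seurat's fold. The members moved apart, from -4.15 to 3.57, with 16 of the 49 above 1 and 8 below -1. Among those labelled in Fig. 6F, *Cxcl1* had 487 CPM in FGF8 and 160 CPM in BSA fibroblast-like cells (log2 ratio 1.60, 1.56–1.64), *Cxcl5* 524 and 87.9 CPM (2.58, 2.52–2.63) and *Ccl2* 313 and 89.0 CPM (1.81, 1.76–1.87). The interleukin receptor *Il1rl1* had 188 and 25.6 CPM (2.88, 2.78–2.98). All of these were higher in the FGF8 library within both sexes, by different amounts. The log2 ratios in female-called and male-called cells were 2.94 and 1.42 for *Cxcl5* and 1.90 and 1.22 for *Cxcl1*. They were 1.95 and 1.49 for *Ccl2*, and 2.99 and 3.58 for *Il1rl1*.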

Extracellular matrix (ECM) degradation and tissue histolysis are key components of diverse regenerative responses, including deer antler regeneration [65], P3 regeneration [10,35,66], and salamander limb regeneration [67–71]. FGF8 upregulated genes associated with tissue remodeling and ECM degradation and reorganization (*Spp1* [72], *Mmp3*, *Mmp10*, *Adam8* [73]), upregulated the MMP inhibitor *Timp1*, and downregulated *Adamts19*, a metalloproteinase linked to the suppression of cell migration [74] (Fig. 6F, Supplementary Tables 1 and 2). 

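*Spp1* (ENSMUSG00000029304; chromosome 5, 104582165–104589235 on GRCm39, positions from GENCODE vM39) had 2659 CPM in the fibroblast-like cells of the FGF8 library and 509 CPM in those of the BSA library, a log2 ratio of 2.39 (95% interval 2.36–2.41). *Mmp3* and *Mmp10* lie on chromosome 9, at 7445822–7455975 and 7502353–7510241. *Mmp3* had 45064 and 1132 UMIs, a log2 ratio of 4.34 (4.25–4.43). *Mmp10* had 347 UMIs in the FGF8 library, in 2.02% of the fibroblast-like cells, and none in the BSA library, which is at least 58.8-fold higher against a floor of 3 counts. *Adam8* had 16.9 and 2.22 CPM (log2 ratio 2.93, 2.60–3.27). *Timp1*, on the X chromosome at 20736316–20740976, had 2157 and 480 CPM (2.17, 2.14–2.19), with values of 2.18 in female-called and 2.08 in male-called cells. *Adamts19* had 10.9 and 38.9 CPM (-1.83, -1.96 to -1.70), with -1.79 in female-called and -1.20 in male-called cells. Thinning to 2000 UMIs per cell moved *Mmp3* most, to a log2 ratio of 3.13. The UMIs were concentrated in few cells: the 332 FGF8 fibroblast-like cells with the most held 93.7% of the *Spp1* UMIs and 88.5% of the *Mmp3* UMIs. Of the 58 *Mmp*, *Adam*, *Adamts* and *Timp* genes with at least 10 UMIs, 40 had a lower CPM in the FGF8 library, and the median log2 ratio was -0.37 (-0.53 to -0.16), below all of 10000 random lists matched on expression (95% range -0.18 to 0.09). The family medians were -0.23 for 18 *Mmp* genes, -0.22 for 18 *Adam* genes, -0.57 for 18 *Adamts* genes, of which 17 were below 0, and -0.18 for the 4 *Timp* genes. Thinning to 2000 UMIs per cell brought the median over the 58 genes to -0.10.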

Next, we interrogated the fibroblasts to determine if distinct sub-populations were induced after FGF8 treatment. We subset and re-clustered the fibroblasts and instead we identified 6 fibroblast subclusters shared between FGF8 and BSA treatments (Fig. 6G; Supplementary Fig. 6A). 

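The fibroblast-like cells were re-clustered at a resolution of 0.2 without the genes of Supplementary Tables 1 and 2 among the features. X- and Y-linked genes were left out too, so that subclusters were not drawn by the genes of those tables or by sex-linked genes. Other genes compared between the libraries were not removed. Cell cycle genes were among the 2672 features, of which 2641 remained when they were left out. The re-clustering gave 7 subclusters, each with cells of both libraries. With all variable features it gave 6, and 1223 cells of the largest subcluster, which held 1202 FGF8 and 380 BSA cells, fell into the largest of those 6. A resolution of 0.1 gave 3 subclusters and one of 0.3 gave 8. The leading genes of the 7 subclusters were *Prg4*, *Spp1*, *Bglap*, *Mmp13* and *Ibsp* in subcluster 0; *Chodl* and *Sema3a* in 1; *Lpl* and *Dlk1* in 2; *Lars2*, *Camk1d* and *Gphn* in 3; *Kera*, *Mgp*, *Comp* and *Tnmd* in 4; *Coch* and *Ednrb* in 5; and *Sst* and *Adgrb3* in 6. *Bglap* and *Ibsp* are osteoblast genes, and *Kera* and *Tnmd* tendon genes. Subcluster 3 had a median of 2591 UMIs per cell in the FGF8 library and 2811 in the BSA library, against 32630 and 28807 in subcluster 0.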

Of the 6 clusters, 3, 4, and 5 showed a similar proportion of cells, whereas clusters 0, 1, and 2 showed differences in cell proportion with only cluster 1 enhanced after FGF8 treatment (Fig. 6G). 

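Subcluster 0 of the 7 held 36.2% of the FGF8 fibroblast-like cells (95% interval 34.6–37.9%) and 22.2% of the BSA fibroblast-like cells (20.3–24.2%), and was the subcluster with a larger share in the FGF8 library beyond the counting intervals. The other subclusters with a difference had a smaller share there: subcluster 1 with 20.8% against 27.5%, subcluster 4 with 7.80% against 11.3% and subcluster 5 with 6.96% against 10.1%. The shares of subcluster 2 (13.1% and 14.8%), subcluster 3 (13.8% and 12.7%) and subcluster 6 (1.42% and 1.34%) differed by less than the counting intervals. With all variable features the largest subcluster held 31.5% of the FGF8 and 15.4% of the BSA fibroblast-like cells, and at a resolution of 0.1, the alternative that moved the shares most, 46.3% and 35.7%. Shares add up to the whole, so a larger share of one subcluster lowers those of the others.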

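In subcluster 0, the fibroblast-like subcluster with the larger share in the FGF8 library, 44 chemokine and interleukin genes had at least 10 UMIs, and 18 of them had a higher CPM in the FGF8 cells. Their median log2 ratio was -0.21 (95% interval -0.49 to 0.43). In the largest subcluster obtained with all variable features, 18 of 43 were higher and the median was -0.35 (-0.84 to 0.37). Medians in the other subclusters lay between 0.11 in subcluster 1 (-0.12 to 0.57) and 1.78 in subcluster 6 (-1.06 to 4.50), where 7 genes had enough UMIs. The paper reports enrichment among upregulated genes of its own subcluster, which is another measure. A family median weighs each gene alike and can lie near 0 while some members rise. These medians therefore do not decide whether that enrichment holds. Within subcluster 0, *Mmp3* had a log2 ratio of 3.74 (3.64–3.84), *Spp1* 1.50 (1.48–1.52) and *Timp1* 1.70 (1.67–1.72) between the libraries.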

Further analysis of fibroblast subcluster 1 identified enrichment of cell chemotaxis and migration (Fig. 6H), as well as enrichment of cytokine, chemokine, PI3K-Akt and inflammatory signaling, and intriguingly, enrichment of processes associated with rheumatoid arthritis (Fig. 5I). Collectively, these data suggest a complex regulation of cell proliferation, ECM remodeling, and cell migration during early FGF8-induced joint regeneration.

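The cell cycle list was also compared in the other cell types. Its median log2 ratio was 0.46 in macrophage-like cells (95% interval 0.34–0.52), 0.29 in smooth muscle or pericyte-like cells (0.22–0.38), 0.43 in mast-like cells (0.31–0.63) and 1.20 in neutrophil-like cells (0.75–1.49). It was 0.05 in chondrocyte-like cells (-0.10 to 0.19), -0.24 in Schwann-like cells (-0.32 to -0.17) and -0.24 in erythroid-like cells (-0.41 to -0.04). Among the fibroblast-like subclusters it ranged from 0.14 in subcluster 6 (-0.09 to 0.37) to 0.87 in subcluster 1 (0.66–1.20). Cell cycle genes were among the features that drew these subclusters. From its own results on fibroblasts taken together, the paper proposes a complex regulation of proliferation, matrix remodeling and migration early in joint regeneration after FGF8. Its counts of PCNA-stained cells 24 h after the bead, a protein measure on tissue sections, showed no difference in proliferation between the treatments. A higher RNA level of the cell cycle list is an unlike measure and does not by itself show more dividing cells.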

Like our qRT-PCR findings, *Prg4* was upregulated (Fig. 5F) and expressed in 60.9 % of FGF8-treated fibroblasts compared to 13.8 % of BSA-treated fibroblasts (Supplementary Table 1), as well as upregulated in all 6 fibroblast subclusters (Fig. 6J). 

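*Prg4* (ENSMUSG00000006014; chromosome 1, 150325163–150342009, minus strand) encodes lubricin, a proteoglycan of the joint surface. Summed over fibroblast-like cells it had 141687 UMIs in the FGF8 library, or 2026 CPM (95% interval 2016–2037), and 9386 UMIs in the BSA library, or 264 CPM (259–270), a log2 ratio of 2.94 (2.91–2.97). The ratio was positive in both sexes and differed in size: female-called cells had 1571 and 275 CPM (log2 ratio 2.51) and male-called cells 2240 and 64.0 CPM (5.13). At least 1 *Prg4* UMI was found in 55.1% of FGF8 and 14.8% of BSA fibroblast-like cells, with median depths of 18629 and 20103 UMIs. After thinning to 2000 UMIs the shares were 26.6% (25.0–28.1%, 3174 cells) and 6.51% (5.36–7.82%, 1629 cells). The 332 FGF8 cells with the most *Prg4* held 90.9% of its UMIs and the 171 BSA cells with the most held 99.1%. In the BSA library, 1 cell held 2134 of the 9386 UMIs. The intervals of the *Prg4* sums and ratio leave out such variation between cells and are too narrow. In the FGF8 library *Prg4* UMIs were also found in cell types that should lack the gene: the thinned shares were 11.3% of erythroid-like cells, 12.0% of macrophage-like cells, 27.9% of neutrophil-like cells (median depth 2403 UMIs) and, from the clustering without integration, 11.3% of endothelial-like cells. Unthinned, 29.4% of erythroid-like cells had a *Prg4* UMI at a median of 6970 UMIs. Each of the 7 fibroblast-like subclusters had a higher *Prg4* CPM in the FGF8 library. In subcluster 0 it was 3476 against 800 CPM (log2 ratio 2.12), with thinned shares of 48.3% (45.4–51.1%) and 21.6% (17.6–26.1%). In subclusters 1, 2, 5 and 6 of the FGF8 library the thinned shares were 8.27%, 8.51%, 7.36% and 4.26%. They were not above those of erythroid-like, macrophage-like and endothelial-like cells, and cannot be told apart from background at this depth. Median depths were 6970 UMIs in erythroid-like and 9588 in macrophage-like cells, against 14374 in subcluster 1 and 19065 in subcluster 2. Like shares after thinning therefore need not mean like amounts of free RNA. Subcluster 4 (median depth 18840 UMIs) had 19.7% (15.0–25.1%), above erythroid-like (8.60–14.5%) and macrophage-like cells (9.88–14.4%) but not beyond the counting intervals of endothelial-like (6.31–18.2%) or neutrophil-like cells (23.5–32.5%). The low-UMI subcluster 3 (median depth 2591 UMIs) had 31.8% (26.7–37.3%), above the first 3 of these types and not above neutrophil-like cells beyond the intervals.

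**Figure D1:**
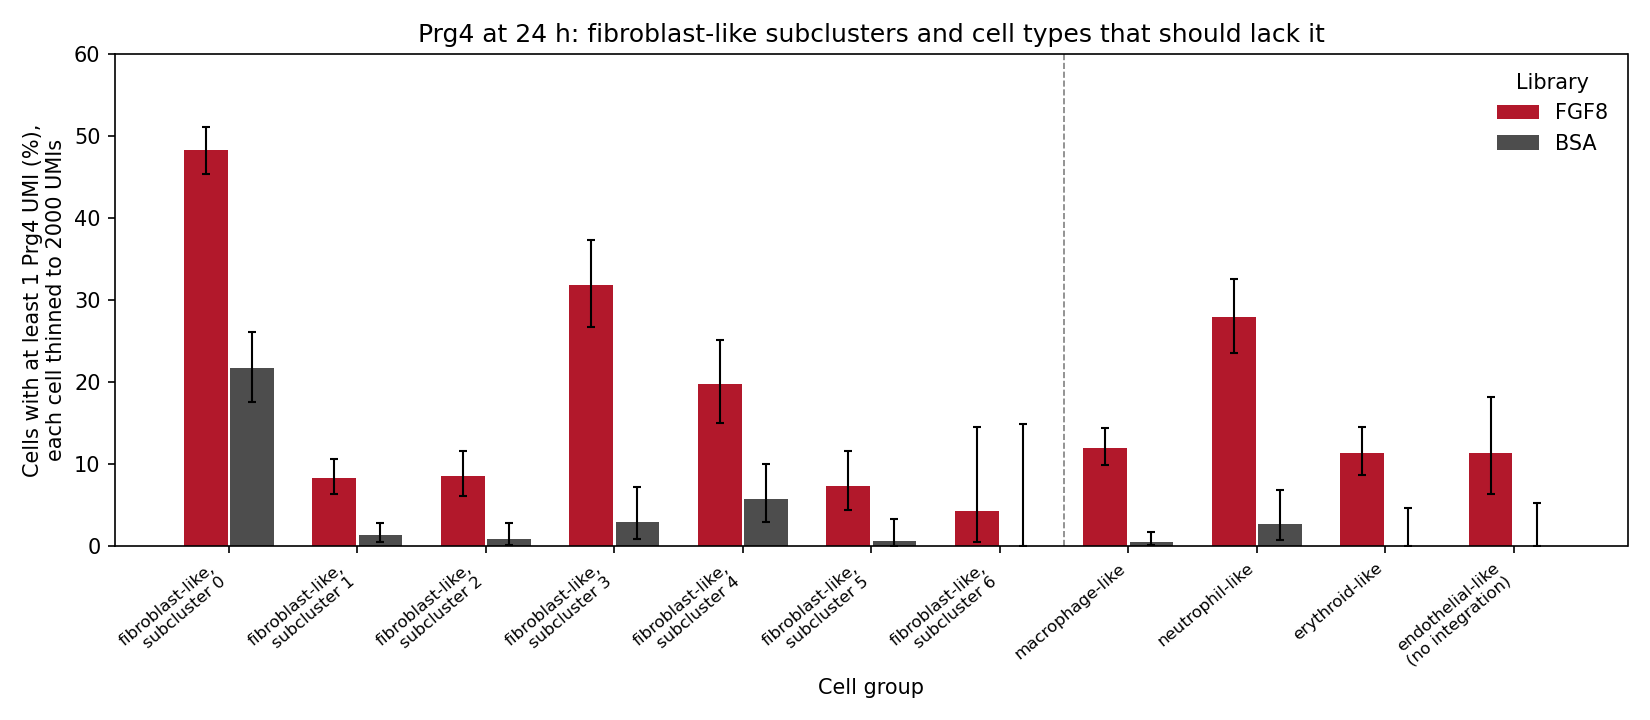
Percent of cells with at least 1 *Prg4* UMI after each cell was thinned to 2000 UMIs, for the 7 fibroblast-like subclusters and, right of the dashed line, 4 cell types that should lack the gene; red bars are the FGF8 library, grey bars the BSA library, and error bars are exact binomial 95% intervals for counting error. Subcluster 0 of the FGF8 library (48.3%) lies above all 4 of these cell types, whereas subclusters 1, 2, 5 and 6 do not. The groups differ in depth before thinning, so like shares need not mean like amounts of free RNA.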

We next probed the fibroblast population for the joint development markers that we had assessed by qRT-PCR analysis (Fig. 3). 

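*Cux1* had 75.1 CPM in the fibroblast-like cells of the FGF8 library and 67.0 CPM in those of the BSA library, a log2 ratio of 0.16 (95% interval 0.09–0.23), and was found in 59.8% and 55.4% of cells; macrophage-like cells had it in 74.1% and 66.7%. *Wnt4* had 381 and 173 UMIs, a log2 ratio of 0.16 whose interval (-0.10 to 0.43) includes 0, was found in 7.05% and 7.13% of cells, and was -0.15 (-0.61 to 0.33) in male-called cells, so over all fibroblast-like cells a difference in *Wnt4* was not detectable at this depth. In subcluster 1 it was higher in the FGF8 library (1.07, 0.65–1.51), and the intervals of the other 6 subclusters included 0. *Cux1* (-0.19, -0.33 to -0.04), *Osr1* (0.19, 0.04–0.35) and *Gdf5* (2.37, 0.20–5.57, from 12 and 2 UMIs) in subcluster 1 went against their direction over all fibroblast-like cells. *Gdf5* (58 and 53 UMIs; 0.830 and 1.49 CPM) had a log2 ratio of -0.85 (-1.41 to -0.28). *Wnt9a* had 16.2 and 31.9 CPM (-0.98, -1.10 to -0.86), *Osr1* 75.2 and 102 CPM (-0.44, -0.50 to -0.37), *Osr2* 59.2 and 107 CPM (-0.86, -0.92 to -0.79) and *Erg* 21.9 and 40.7 CPM (-0.90, -1.0 to -0.79). These 4 genes were lower in the FGF8 library within both sexes, with *Osr1* at -0.17 in male-called cells. *Col2a1* had 22.6 and 27.0 CPM (-0.25, -0.37 to -0.14), but 0.19 in female-called cells (0.01–0.37) and 0.20 under the stricter cell filter. Its share of fibroblast-like cells, 4.00% and 4.91% after thinning to 2000 UMIs, cannot be told apart from background. It was no higher than in macrophage-like cells (4.99% and 7.67%, at median depths of 9588 and 10221 UMIs). In erythroid-like cells, thinned shares of *Wnt9a*, *Osr1*, *Osr2* and *Erg* were at most 1.30%.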

*Cux1* and *Wnt4* were enriched after FGF8 treatment, whereas *Gdf5*, *Wnt9a*, *Osr1*, *Osr2*, *Col2a1*, and *Erg* were enriched in BSA fibroblasts, again suggesting that FGF8-induced joint regeneration is not a replica of joint development in the context of a wound environment (Fig. 6K). Intriguingly, we had observed elevated *Gdf5* expression by qRT-PCR in FGF8 treated digits (Fig. 4) but not in FGF8-treated fibroblasts (Fig. 6K), therefore we assayed all cell populations for *Gdf5* and discovered that *Gdf5* was enriched in FGF8-treated chondrocytes compared to BSA-control samples (Supplementary Fig. 6B). 

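*Gdf5* (ENSMUSG00000038259; chromosome 2, 155782943–155787287, minus strand) had 61 UMIs in the 143 chondrocyte-like cells of the FGF8 library, or 19.0 CPM, and 10 UMIs in the 65 chondrocyte-like cells of the BSA library, or 6.13 CPM, a log2 ratio of 1.63 (95% interval 0.66–2.76). It was found in 20.3% of the FGF8 cells (14.0–27.8%) and 7.69% of the BSA cells (2.55–17.1%), with median depths of 21040 and 23270 UMIs. After thinning to 2000 UMIs the shares were 2.16% of 139 cells (0.447–6.18%) and 3.45% of 58 cells (0.420–11.9%), too few cells to order the libraries. Chondrocyte-like cells from the clustering without integration gave a log2 ratio of 1.53 (0.59–2.61) and those called per cell from markers 2.03 (0.81–3.54). Split by sex, a comparison chosen after seeing the data, the higher *Gdf5* was in female-called cells, with 39 UMIs in 41 FGF8 cells and 6 UMIs in 41 BSA cells (2.91, 1.66–4.44). In male-called cells, with 18 UMIs in 81 FGF8 cells and 4 UMIs in 13 BSA cells, the log2 ratio was -0.46 (-2.06 to 1.56); those 4 UMIs came from 1 cell.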

Cavity formation genes (*Cd44* and *Has2*) were enriched after FGF8 treatment (Fig. 6K), in line with the histological evidence of cavity formation at 24 h post FGF8 treatment (Fig. 4A).

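*Cd44*, which encodes the hyaluronan receptor, had 225 CPM in the fibroblast-like cells of the FGF8 library and 147 CPM in those of the BSA library, a log2 ratio of 0.62 (95% interval 0.57–0.66). *Has2*, which encodes a hyaluronan synthase, had 60.8 and 36.2 CPM (0.75, 0.66–0.84). Both were higher in the FGF8 library within female-called cells (0.66 and 0.78) and within male-called cells (0.59 and 0.60). *Cd44* was found in 78.8% and 69.9% of fibroblast-like cells, and in 30.1% and 21.2% after thinning to 2000 UMIs; *Has2* was found in 45.9% and 35.4%, and in 9.70% and 6.51% after thinning. In erythroid-like cells of the FGF8 library the thinned shares were 2.51% for *Cd44* and 0.837% for *Has2*. *Cd44* was not particular to fibroblasts: macrophage-like cells had 514 and 464 CPM.

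**Figure D2:**
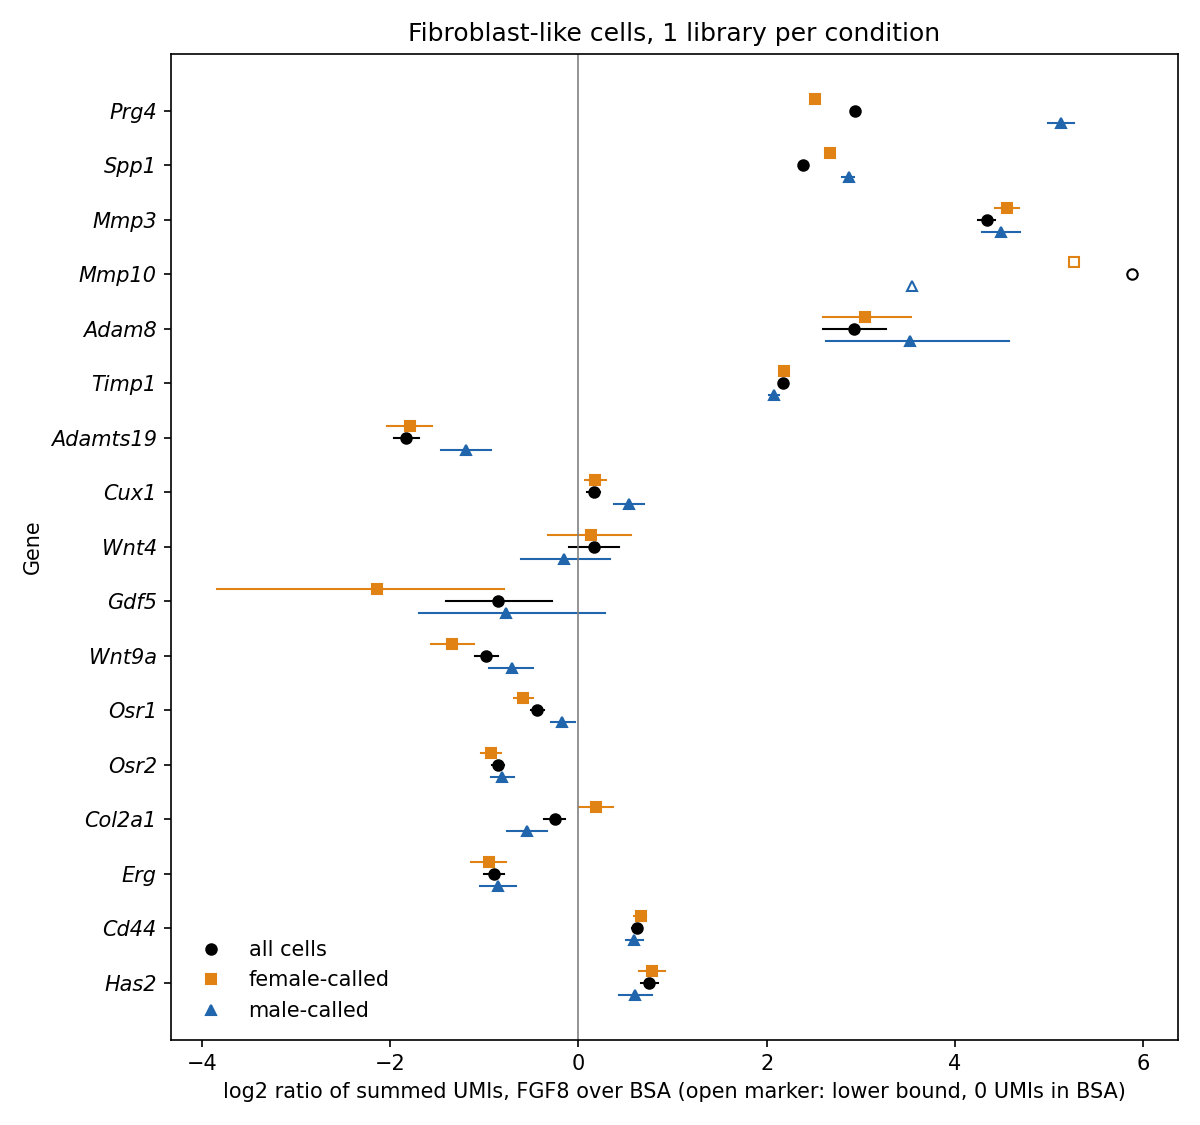
Log2 ratio of summed UMIs, FGF8 over BSA, in fibroblast-like cells for 17 genes named by the paper; black circles are all cells, orange squares female-called cells and blue triangles male-called cells, lines are exact conditional 95% intervals for counting error, and open markers are lower bounds for *Mmp10*, which had no UMI in BSA. *Col2a1* (0.19 in female-called, -0.55 in male-called cells) and *Wnt4* (0.13 and -0.15) have opposite signs in the sexes.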

### 3.3. Cells at the amputation wound contribute to the regenerated joint structures

During development, articular cartilage and synovial cells express *Prg4* [49], and developmental lineage tracing studies demonstrate that the *Prg4*-lineage gives rise to cells that rearrange into each layer of the articular cartilage [75]. Given that *Prg4* is stimulated following FGF8 treatment (Fig. 3C and Fig. 6F and J), we questioned the spatial *Prg4* expression pattern and to what extent the induced-*Prg4*-lineage gives rise to structures in a regenerated joint. At 1 DPI, abundant clustered and punctate (arrowheads) *Prg4* transcripts were localized distal to and surrounding the P2 stump (*n* = 16 digits; 4 mice), whereas *Prg4* transcripts were absent in the BSA control (n = 16 digits; 4 mice) stump region (Fig. 7A, A’). By 5 DPI, *Prg4* expression was restricted to multiple cell layers surrounding the induced cavity (n = 16 digits; 4 mice) and absent in the BSA-treated stump (n = 16 digits; 4 mice) (Fig. 7B–B’). For lineage tracing, we utilized commercially available heterozygote *Prg4*^*GFPCreERt2*^ mice [31] crossed with *R26-tdTomato* mice, followed by P2 amputations at PN3 and FGF8 (*n* = 20 digits per time point; 5 mice per time point) or BSA (n = 20 digits per time point; 5 mice per time point) treatment at 4 DPA. At 1 DPI, mice were injected once with tamoxifen to label FGF8-induced *Prg4*^+^ cells, and tissues were collected at 5 and 14 DPI for histological and immunohistochemical analysis. At 5 DPI, histological analysis demonstrated that the cavity and cartilaginous nodule had formed following FGF8 treatment (Fig. 7C, D), whereas cavity and nodule formation was absent after BSA treatment (Fig. 7G, H). Immunostaining for the *Prg4*-lineage (tdTOM^+^ cells) in serial sections revealed robust tdTOM^+^ cells, encompassing the nodule and nascent EOC, the lining of the induced cavity, as well as the endogenous *Prg4* expression of the P1/P2 joint (open arrowhead) (Fig. 7C’, D′). We noted the central core of the nodule was not tdTOM^+^, and we speculate that at the time of tamoxifen treatment, those cells, or their progenitors, had already ceased *Prg4* expression (Fig. 7D, F). Few tdTOM^+^ cells were present at 5 DPI in the BSA treated stump, yet tdTOM^+^ cells were associated with the endogenous *Prg4* expression of the P1/P2 joint (open arrowhead) (Fig. 7G’,H′). Immunostaining for SOX9 and tdTOM at 5 DPI identified double-labeled individual cells (arrowheads) as well as a cluster of double-labeled cells within the nodule that surrounded the central core of SOX9^+^/tdTOM^−^ cells (Fig. 7E). Immunostaining for cell proliferation identified PCNA^+^/tdTOM^+^ cells scattered throughout the nodule but absent from the central core, and identified double-labeled cells in the nascent EOC (Fig. 7F, arrowheads). Conversely, Sox9 was localized only to the P2 stump growth plate after BSA treatment, with few tdTOM^+^ cells associated with the distal stump (Fig. 7I). BSA-treated digits showed broad PCNA expression both in the stump growth plate and the distal fibrotic cap, with nearly absent tdTOM immunostaining (Fig. 7J). By 14 DPI, FGF8-induced regenerates had undergone maturation and higher order patterning, including EOC chondrogenesis, expansion of the cavity, and ligament (arrowheads) and tendon (arrow) attachment to the nodule (Fig. 7K, L), whereas BSA-control digits were characterized by stump ossification and distal soft tissue fibrosis (Fig. 7O, P). Immunohistochemical analysis of a serial sectioned sample identified the *Prg4*-lineage had contributed to the regenerated nodule and cells associated with the ligament (arrowheads) and tendon (arrow) attachments to the nodule, as well as some cells within the EOC (Fig. 7K’, L’). Similar to 5 DPI, we noted the central core of the nodule was not tdTOM^+^ (Fig. 7L’). BSA-treated digits exhibited a paucity of tdTOM^+^ cells at 14 DPI (Fig. 7O’, P′). SOX9 and tdTOM staining revealed few doubled-labeled cells in the EOC (arrowheads), and several SOX9^+^/tdTOM^−^ cells (arrows) in the proximal portion of the EOC, but broad SOX9^+^/tdTOM^+^ cells scattered throughout the nodule (Fig. 7M). Conversely, Sox9 and tdTOM immunostaining were nearly absent after BSA treatment (Fig. 7Q). ACAN/tdTOM immunostaining revealed a similar staining pattern in the EOC; while distal EOC cells stained tdTOM^+^, few cells were ACAN^+^/tdTOM^+^ (arrowheads), and the proximal portion of the EOC stained ACAN^+^/tdTOM^−^ (Fig. 7N, arrows). Within the nodule, ACAN^+^/tdTOM^+^ cells were primarily localized to the periphery (Fig. 7N). After BSA treatment, tdTOM was largely absent and ACAN immunostaining was localized to the distal P2 stump, presumably associated with fibrocartilage formation as shown in Figs. 1H’ and 2I’ (Fig. 7R). Lastly, as a further control to test the effect of tamoxifen treatment and to assess if the reporter is leaky, corn oil treated *Prg4*^*GFPCreERt2*^;*R26-tdTomato* mice treated with FGF8 (*n* = 20 digits, 5 mice) were harvested at 21 DPI (Supplementary Fig. 7). Histological analysis and tdTOM immunostaining revealed no overt changes to the regenerative response and no tdTOM staining in the absence of tamoxifen. Taken together, these data support the conclusion that the FGF8-induced *Prg4*-lineage gives rise to many of the regenerated structures, including the nodule, cavity-lining cells, tendon and ligament cells that form an attachment to the nodule, as well as contribute, in part, to the EOC.

## 4. Discussion

There is a well-defined spectrum of regenerative competency within the mouse digit; distal P3 amputation results in robust bone and soft tissue regeneration, whereas progressively proximal P3 amputation initiates progressively reduced bone regeneration, and finally, amputations transecting P2 are non-regenerative [8,12,15,17,76,77]. In adult mouse digits, P2 amputation triggers a bone healing response reminiscent of the proximal bone fragment during fracture repair [17]. The amputated P2 bone transitions through the phases of inflammation, periosteal cartilaginous callus formation that forms a template for woven bone deposition, followed by secondary remodeling of the stump. The amputated ventral tendon undergoes a healing response that results in thin tendon fibers encasing the distal stump and inserting via an enthesis on the dorsal bone surface [17]. Conversely, neonate P2 amputations do not initiate periosteal callus formation, yet are more complicated due to the inclusion of the proximal growth plate during the wound healing response, thus development and regenerative failure occur simultaneously [16,22]. Taken together, P2 regenerative failure is not inert, but rather is a dynamic multi-tissue wound healing response that culminates in bone truncation and soft tissue fibrosis. Using the P2 amputation model, we have previously demonstrated robust composite tissue regenerative outcomes including BMP2-induced bone and tendon regeneration [16,20], and BMP9-induced synovial joint regeneration [22]. In the current study, we report that FGF8 is another potent inducer of synovial joint regeneration at P2 amputation wounds. FGF8 treatment functions to transition P2 fibrotic scarring into a multi-tissue regenerative response characterized by articular-like cartilage, synovial cavity, tendon, ligament, and bone regeneration.

Our results show that FGF8 induces a stepwise regenerative response by first stimulating synovial cavity and cartilaginous nodule formation, followed by the induction of an endochondral ossification center (EOC) that caps the distal stump and facilitates partial P2 bone regeneration. The nodule undergoes endochondral ossification centrally, whereas the cartilage adjacent to the synovial cavity matures into articular chondrocytes. Thus, FGF8 stimulates joint regeneration first and P2 bone regeneration secondarily. As such, the final regenerate is strikingly similar to that induced by the sequential treatment strategy of first treating the P2 wound with BMP2 to induce EOC formation, followed by BMP9 to induce synovial joint regeneration [22]. An intriguing conclusion here is that reversing the sequence of tissue morphogenesis, i.e., joint regeneration followed by stump regeneration versus stump regeneration followed by joint regeneration, does not have a discernable impact on regeneration and instead results in near identical regenerative outcomes. Importantly, after FGF8 treatment, *Bmp2* expression is unchanged at 24 h, yet is upregulated at 72 h post treatment. We suggest that the upregulation of *Bmp2* well after FGF8-induced joint morphogenesis is associated with the temporally staggered EOC formation and subsequent partial P2 bone regeneration. Taken together, FGF8 and BMP9 are each inducing regenerative programs to initiate joint regeneration with a similar phenotypic outcome. It is important to note that both the triangular P3 bone and the sesamoid bone are not restored in either of these regenerative responses, thus pointing to a higher-order regenerative program (i.e., instructive patterning cues) that continues to remain dormant, or is otherwise missing following FGF8 or BMP9 stimulation. An interesting conclusion here is that both regenerative programs may be relying on default positional information to pattern near-identical joint outcomes that is overall insufficient to pattern higher order structures, such as the triangular shaped P3 bone. Regardless, further studies are needed to compare and contrast the mechanisms that characterize both FGF8 and BMP9-induced joint regeneration. And given that multiple growth factors can induce joint regeneration, including FGF2 treatment [29], we also predict that other growth factors can induce joint regeneration at neonate P2 amputation wounds.

While it is noteworthy that a single growth factor can induce a composite tissue regeneration response, we initially surmised that FGF8 functioned to induce de novo interzone formation, which would then entirely coordinate joint regeneration. Yet, our data demonstrate that FGF8-induced joint regeneration utilizes few genes associated with joint and synovial cavity morphogenesis. Furthermore, this regenerative response is morphologically distinct from digit joint formation, as the phalangeal joints develop within interzones that essentially interrupt the cartilaginous anlagen [61], whereas this is not observed in FGF8-induced joint regeneration. The fact that induced joint regeneration does not recapitulate joint development, yet utilizes some genes, cells and structures (i.e., chondrocytes and the synovial cavity) of development, should not be surprising within the greater context of mammalian digit regeneration. For example, P3 regeneration utilizes osteoblasts to restore the bone, yet does not recapitulate the endochondral ossification of P3 development, as P3 regeneration is carried out via intramembranous ossification [8] that involves a genetic program distinct from development [62].

During joint development and maturation, interzone cells and surrounding proximal and distal cell populations contribute to the overall higher order structure of the joint, including the synovial cavity, articular cartilage, ligaments, and the joint capsule [58,78–80]. P2 amputation removes the articular cartilage, the joint cavity, and severs the tendon and ligament, yet seemingly leaves the surrounding proximal cell populations intact. FGF8 (as well as BMP9) may be targeting the remaining proximal cell populations to organize them into a joint. Indeed, our previous BMP9-induced joint regeneration studies have shown a greater efficiency of joint regeneration in the neonate digits than in adult digits (62 % compared to 14 %), and thus points to either the enhanced cellular plasticity in younger animals [81], and/or the necessity for remaining developmental cell populations to induce joint regeneration at a greater frequency. The current studies focused on the neonate digit response to FGF8 treatment, yet we expect a similar decline of FGF8-induced joint regeneration efficiency as the animal matures. While more studies are required to tease apart regenerative capacity across the lifespan, including future studies on FGF8-induced joint regeneration in mature mice, the fact that a joint can be induced in a mature animal using BMP9 [22] is a proof-of-concept that joint regeneration can indeed occur in the absence of concurrent development. Nonetheless, developing an understanding of joint morphogenesis is an invaluable tool for predicting the cell populations that participate in joint regeneration. For example, developmental studies have demonstrated that the *Prg4*-lineage gives rise to individual chondrocytes whose daughter cells orient themselves into a stack to contribute to all layers of the articular cartilage [75]. Using a similar approach in which we labeled the FGF8-induced *Prg4*-lineage, our findings demonstrate that the stump *Prg4*-lineage gives rise to a handful of regenerated structures, including the nodule chondrocytes and attached tendon and ligament cells, the cavity lining cells, as well as limited contribution to the EOC.

Collectively, our findings support the conclusion that cells at otherwise non-regenerative amputation wounds possess latent capacity for organized composite tissue regeneration, including bone, joint, tendon and ligament regeneration. Under normal amputation conditions, this regenerative capacity is not tapped into yet can be stimulated with appropriate growth factor treatment. Nevertheless, it is important to note there are several limitations in this study. First, these studies did not focus on the release rate or dose of FGF8 supplied by the microcarrier bead. As such, the observed joint ratio of ~61.5 % could potentially be enhanced with a superior growth factor vehicle. In line with this, what drives the observed joint ratio of ~61.5 % is unknown. We speculate that several scenarios could be occurring; 1) suboptimal bead placement or movement of the bead following implantation, 2) dislodging of the bead prior to joint initiation, or 3) given that the P2 amputation wound is heterogenous, the appropriate dose of FGF8 may not target the appropriate cells to induce joint regeneration. Understanding this ratio is the subject of future studies. Second, given that scRNA-seq was carried out only once, it is possible that sampling artefacts could account for enrichment of Fibroblast cluster 1.

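Counting error alone did not cover the difference in the share of the subcluster that was larger in the FGF8 library, and it was also seen within each sex. Among female-called fibroblast-like cells, subcluster 0 held 37.5% of 686 FGF8 cells (95% interval 33.8–41.2%) and 23.6% of 1189 BSA cells (21.2–26.2%). Among male-called cells it held 38.9% of 2128 FGF8 cells (36.8–41.0%) and 19.5% of 298 BSA cells (15.1–24.4%). Both sexes of a treatment come from the same library, so these values do not separate the treatment from the pool of animals, the dissection or the library.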

## Supplementary Material

Supplementary Table 2

Supplementary Table 1

ARRIVE Guidelines

Supplementary Material

Supplementary data to this article can be found online at https://doi.org/10.1016/j.bone.2025.117663.

## Figures and Tables

**Fig. 1.**
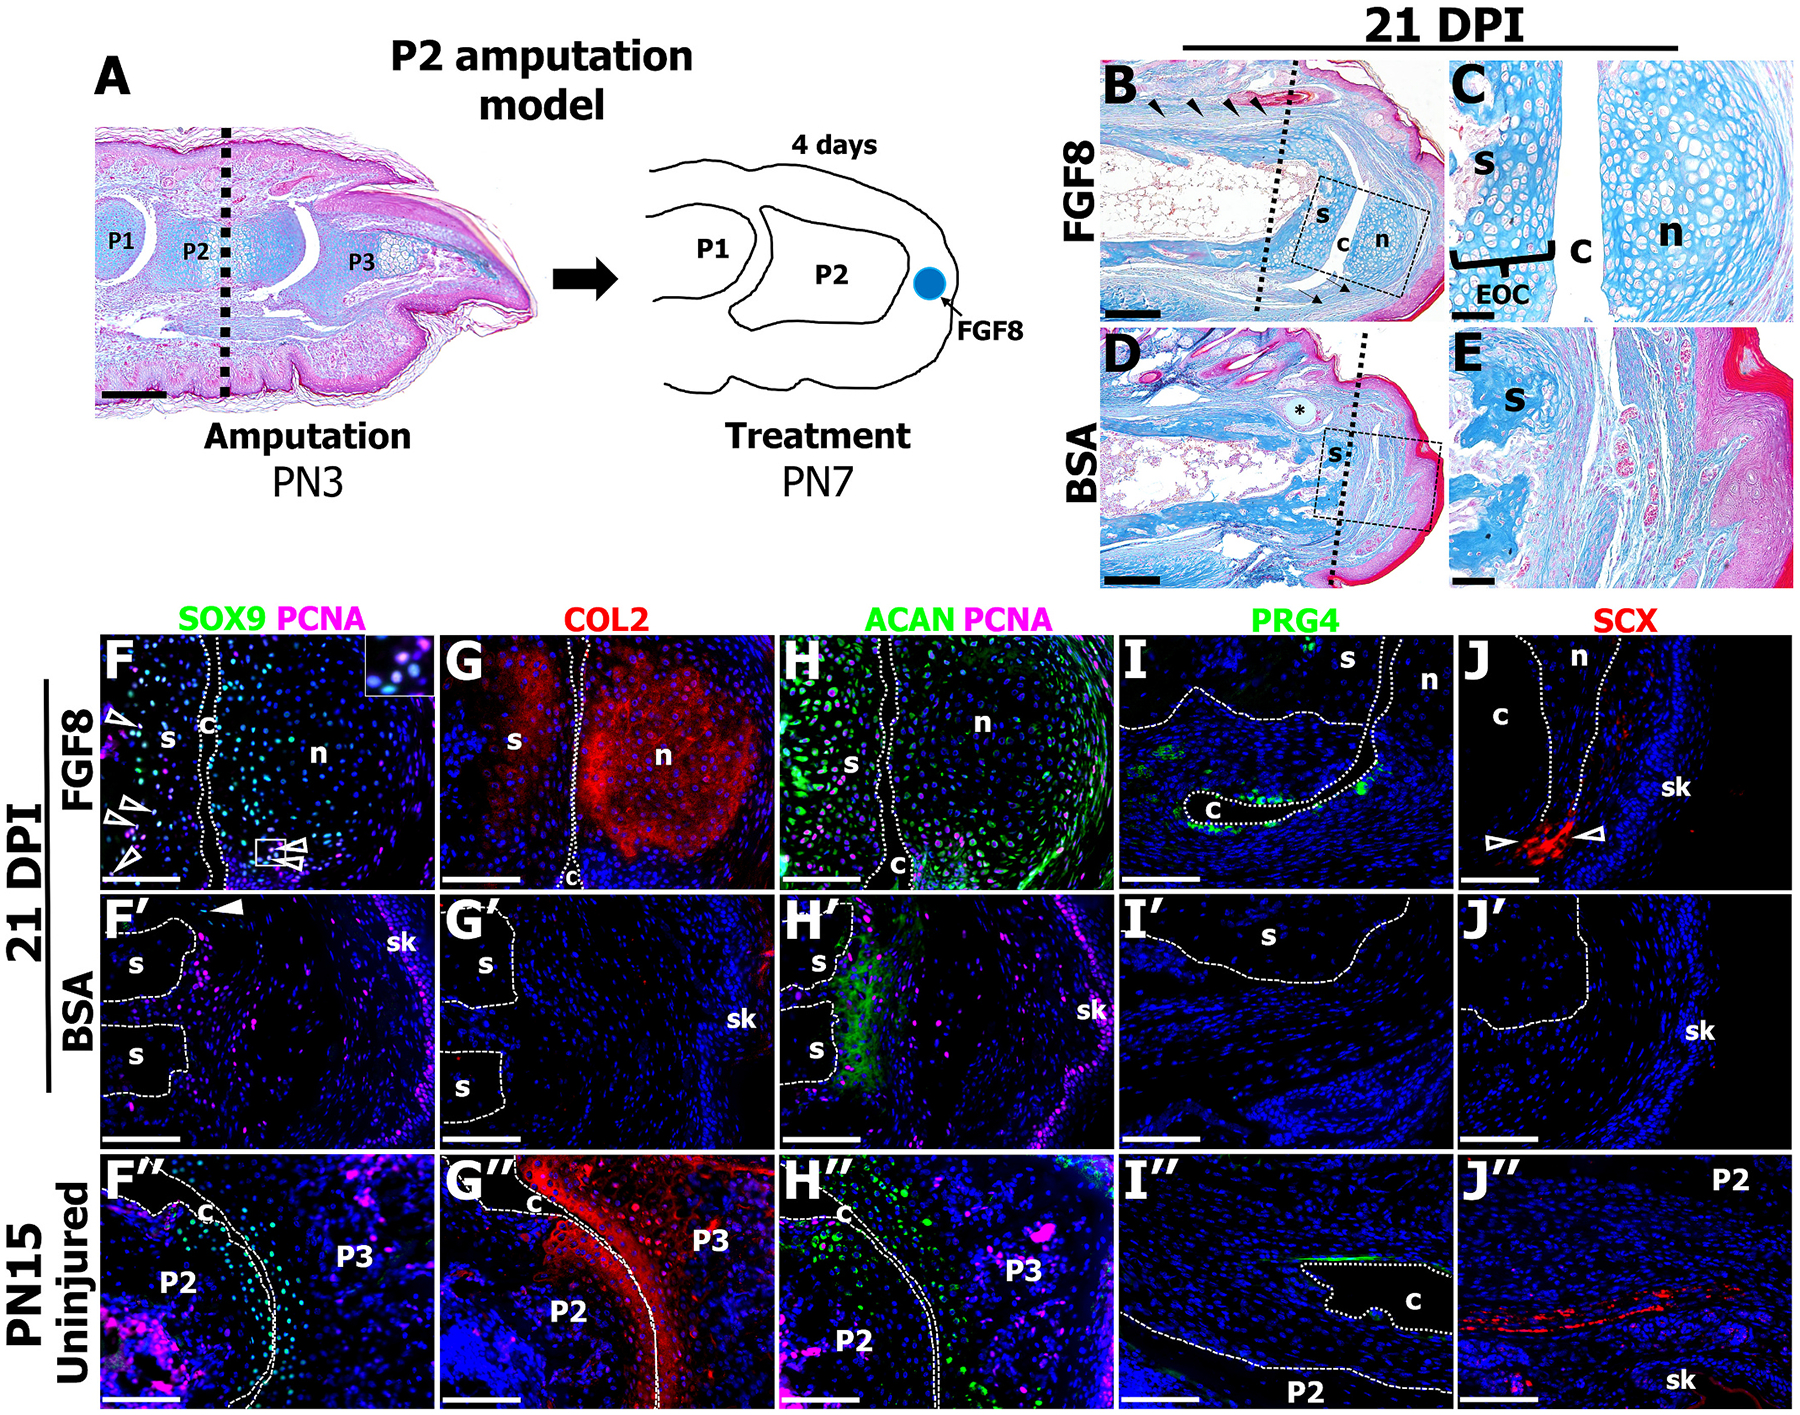
FGF8 induces composite tissue regeneration at neonate P2 amputation wounds. **A)** Mallory trichrome staining of an unamputated digit at postnatal day 3; dashed line indicates P2 amputation plane. Illustration of the P2 amputation wound at postnatal day 7 showcasing the blue bead coated in FGF8 or BSA as a control. **B)** Histological staining of a representative FGF8-treated digit at 21 days post implant (DPI) (*n* = 8/13 mice; 4 mice). Dashed line represents the original amputation plane, arrowheads indicate the regenerated dorsal ligament, and the arrows indicate the regenerated ligament attaching to the regenerated nodule (n). **C)** Inset of **B** (dashed box) illustrating the regenerated endochondral ossification center (EOC) on the P2 stump (s), the regenerated cavity (c), and the regenerated nodule. **D, E)** Histological staining of a representative BSA-treated digit at 21 DPI (*n* = 16 digits; 4 mice). Dashed line represents the original amputation plane, and the inset **E)** demonstrates fibrotic tissue capping the P2 bone stump. **F-J)** Immunohistochemical staining of FGF8-treated digits at 21 DPI. **F)** SOX9 and PCNA co-staining shows proliferating chondrocytes (open arrowheads and inset) within the EOC and the nodule. **G)** COL2 is localized to the stump and the nodule. **H)** Both the EOC and the nodule show broad ACAN immunostaining. **I)** PRG4 immunopositive cells line the regenerated cavity. **J)** SCX immunostaining identifies regenerated tendon cells (open arrowheads) abutting the regenerated nodule. **F′-J’)** Immunohistochemical staining of BSA-treated control digits at 21 DPI. **F′)** SOX9 and PCNA illustrates few chondrocytes (arrow) are present in the control digit. **G’)** COL2 is absent in the control digit. **H′)** ACAN and PCNA immunostaining shows diffuse ACAN localized to the bone stump and proliferating cells scattered throughout the fibrotic tissue. **I′-J’)** PRG4 and SCX are absent in the fibrotic tissue of control digits. **F**″**-J”)** Immunohistochemical staining of uninjured P2/P3 joints collected at PN15. **F**″**)** SOX9 and PCNA co-staining shows chondrocytes localized to the articular cartilage whereas cell proliferation is associated with the marrow cavities. **G”)** COL2 immunostaining is localized to the cartilage abutting the joint cavity. **H**″**)** ACAN immunostaining shows punctate staining within the joint cartilage, whereas PCNA is localized to the marrow regions. **I**″**)** PRG4 immunopositive line the uninjured joint cavity. **J”)** SCX is localized to the dorsal tendon subjacent to the P2 bone. Samples counterstained with DAPI. Distal is to the right, dorsal is to the top. * = bead; sk = skin. Scale bars: A, B, D = 200 μm; C, *E*-J” = 50 μm.

**Fig. 2.**
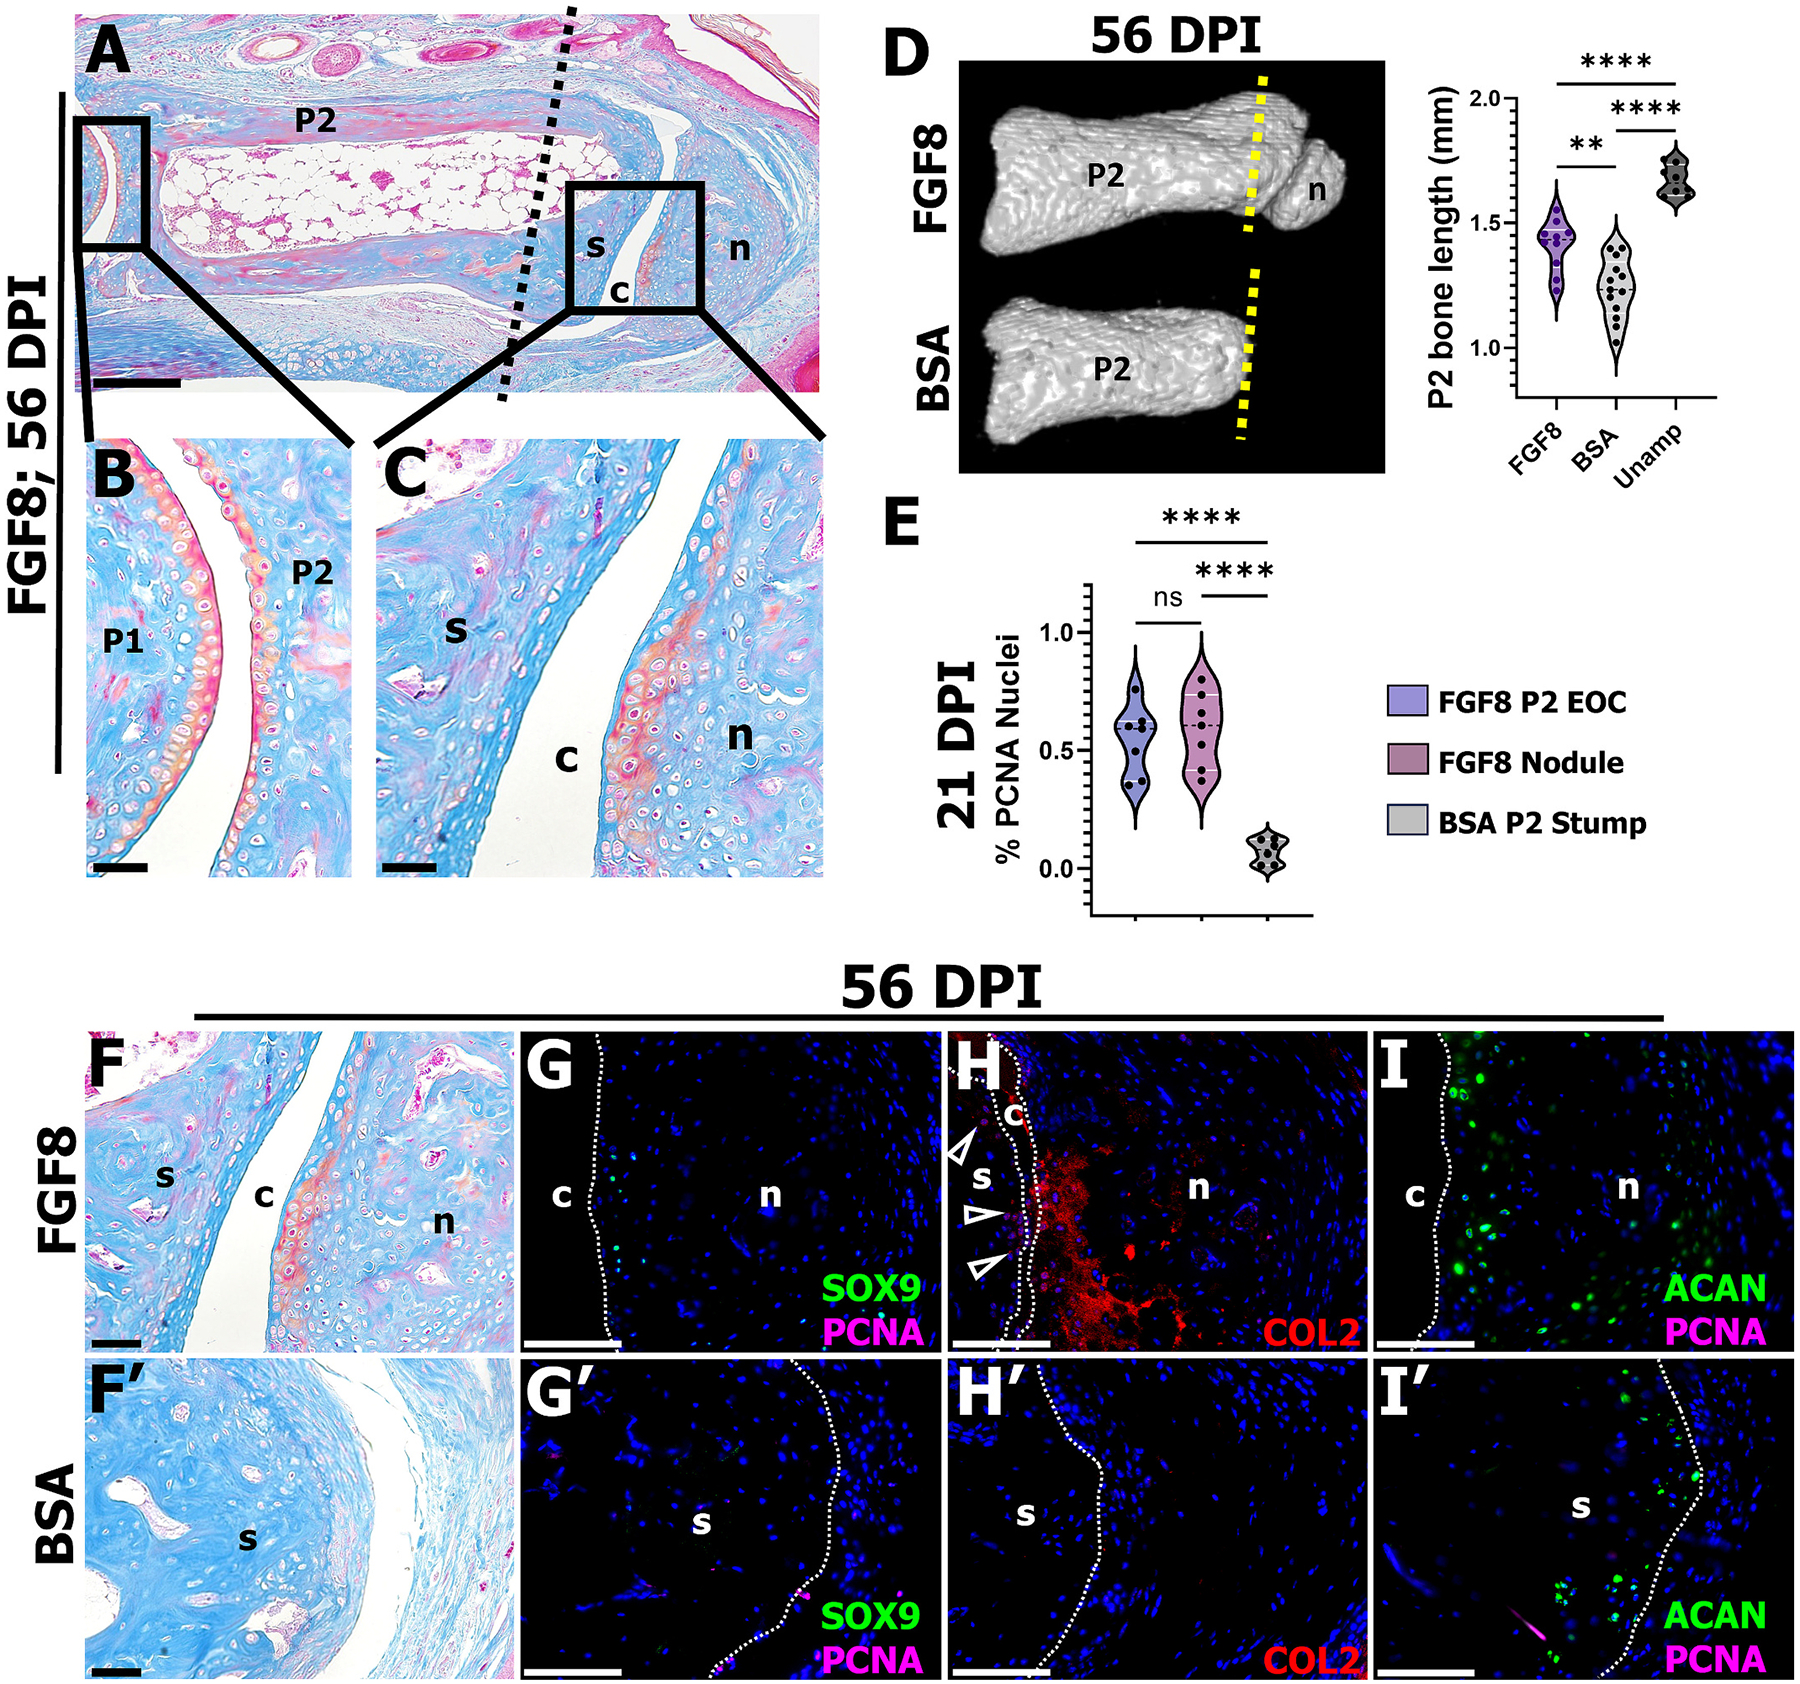
FGF8 induces partial P2 bone regeneration and stable joint regeneration. **A)** Representative Mallory trichrome stained FGF8-treated digit at 56 DPI comparing the uninjured P1/P2 joint **(B)** to the regenerated joint **(C)**. **D)** Representative micro CT renderings of FGF8 (*n* = 10; 4 mice) and BSA-treated digits at 56 DPI (*n* = 13; 4 mice); amputation plane shown as a yellow dashed line. Quantification of P2 bone length revealed FGF8 stimulated partial P2 stump regeneration (one-way ANOVA; **** *p* < 0.0001, ** *p* < 0.01). **E)** Quantification of proliferating cells revealed the FGF8-induced nodule and EOC (*n* = 7 digits; 4 mice) show enhanced proliferation compared to the BSA-treated (*n* = 6 digits; 3 mice) P2 stump at 21 DPI (one-way ANOVA; **** *p* < 0.0001). **F)** Representative Mallory trichrome stained FGF8-treated digit at 56 DPI. **G-I)** Immunohistochemical staining of serial sections of FGF8-treated 56 DPI sample shown in **F**. **G)** SOX9 and PCNA immunostaining revealed SOX9^+^ cells lining the cavity (c) and no cell proliferation. **H)** COL2 immunostaining localized to nodule (n) cells lining the cavity and few stump (s) cells lining the cavity (open arrowheads). **I)** ACAN^+^ cells localized to the periphery of the nodule. **F′)** Representative Mallory trichrome stained BSA-treated digit at 56 DPI. **G’-I′)** Immunohistochemical staining of serial sections of BSA-treated 56 DPI sample shown in **F′**. **G’)** SOX9^+^ cells are absent and there are few proliferating cells after BSA treatment. **H′)** BSA-treated digits lacked COL2 localization. **I′)** ACAN^+^ cells are present on the P2 bone stump at 56 DPI. Samples counterstained with DAPI. Distal is to the right, dorsal is to the top. Scale bars: A = 200 μm; B, C, E-H′ = 50 μm.

**Fig. 3.**
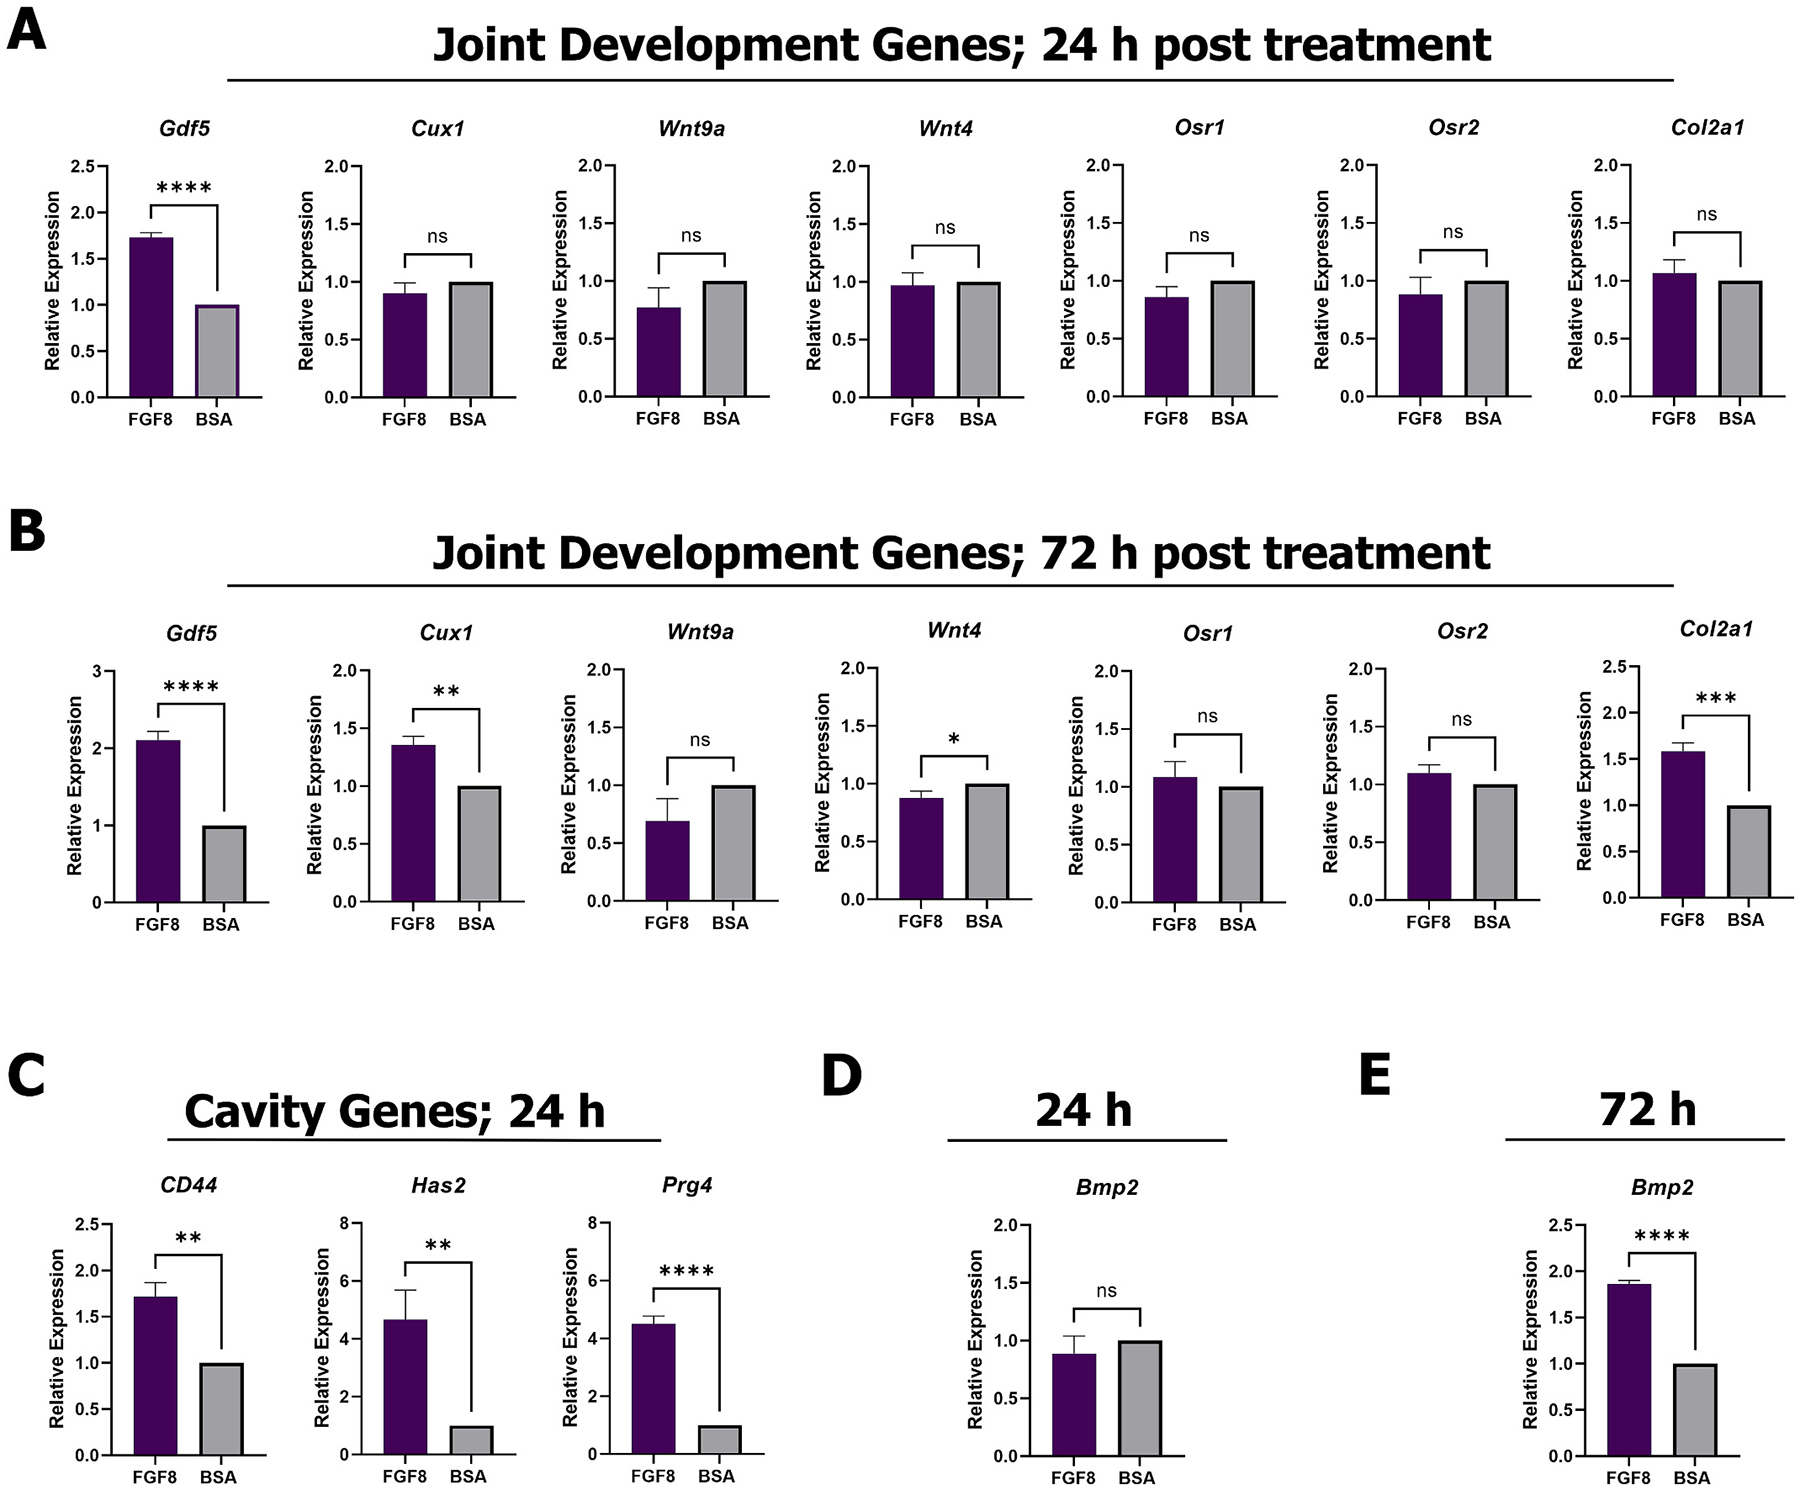
FGF8 modulates gene expression of joint development, cavity development, and *Bmp* genes in P2 amputation wounds. Gene expression analysis using qRT-PCR of **A, B)** joint development and interzone formation genes, and **C)** joint cavitation and lubrication genes. **D, E)** FGF8 treatment had no effect on *Bmp2* at 24 and enhanced *Bmp2* at 72 h. Gene expression was normalized to *Rpl12*. FGF8: n = 16 digits pooled (4 mice); BSA: n = 16 digits pooled (4 mice). Unpaired *t*-test; **** *p* < 0.0001, *** *p* < 0.005, ** *p* < 0.01, * *p* < 0.05; ^ns^*p* > 0.05.

**Fig. 4.**
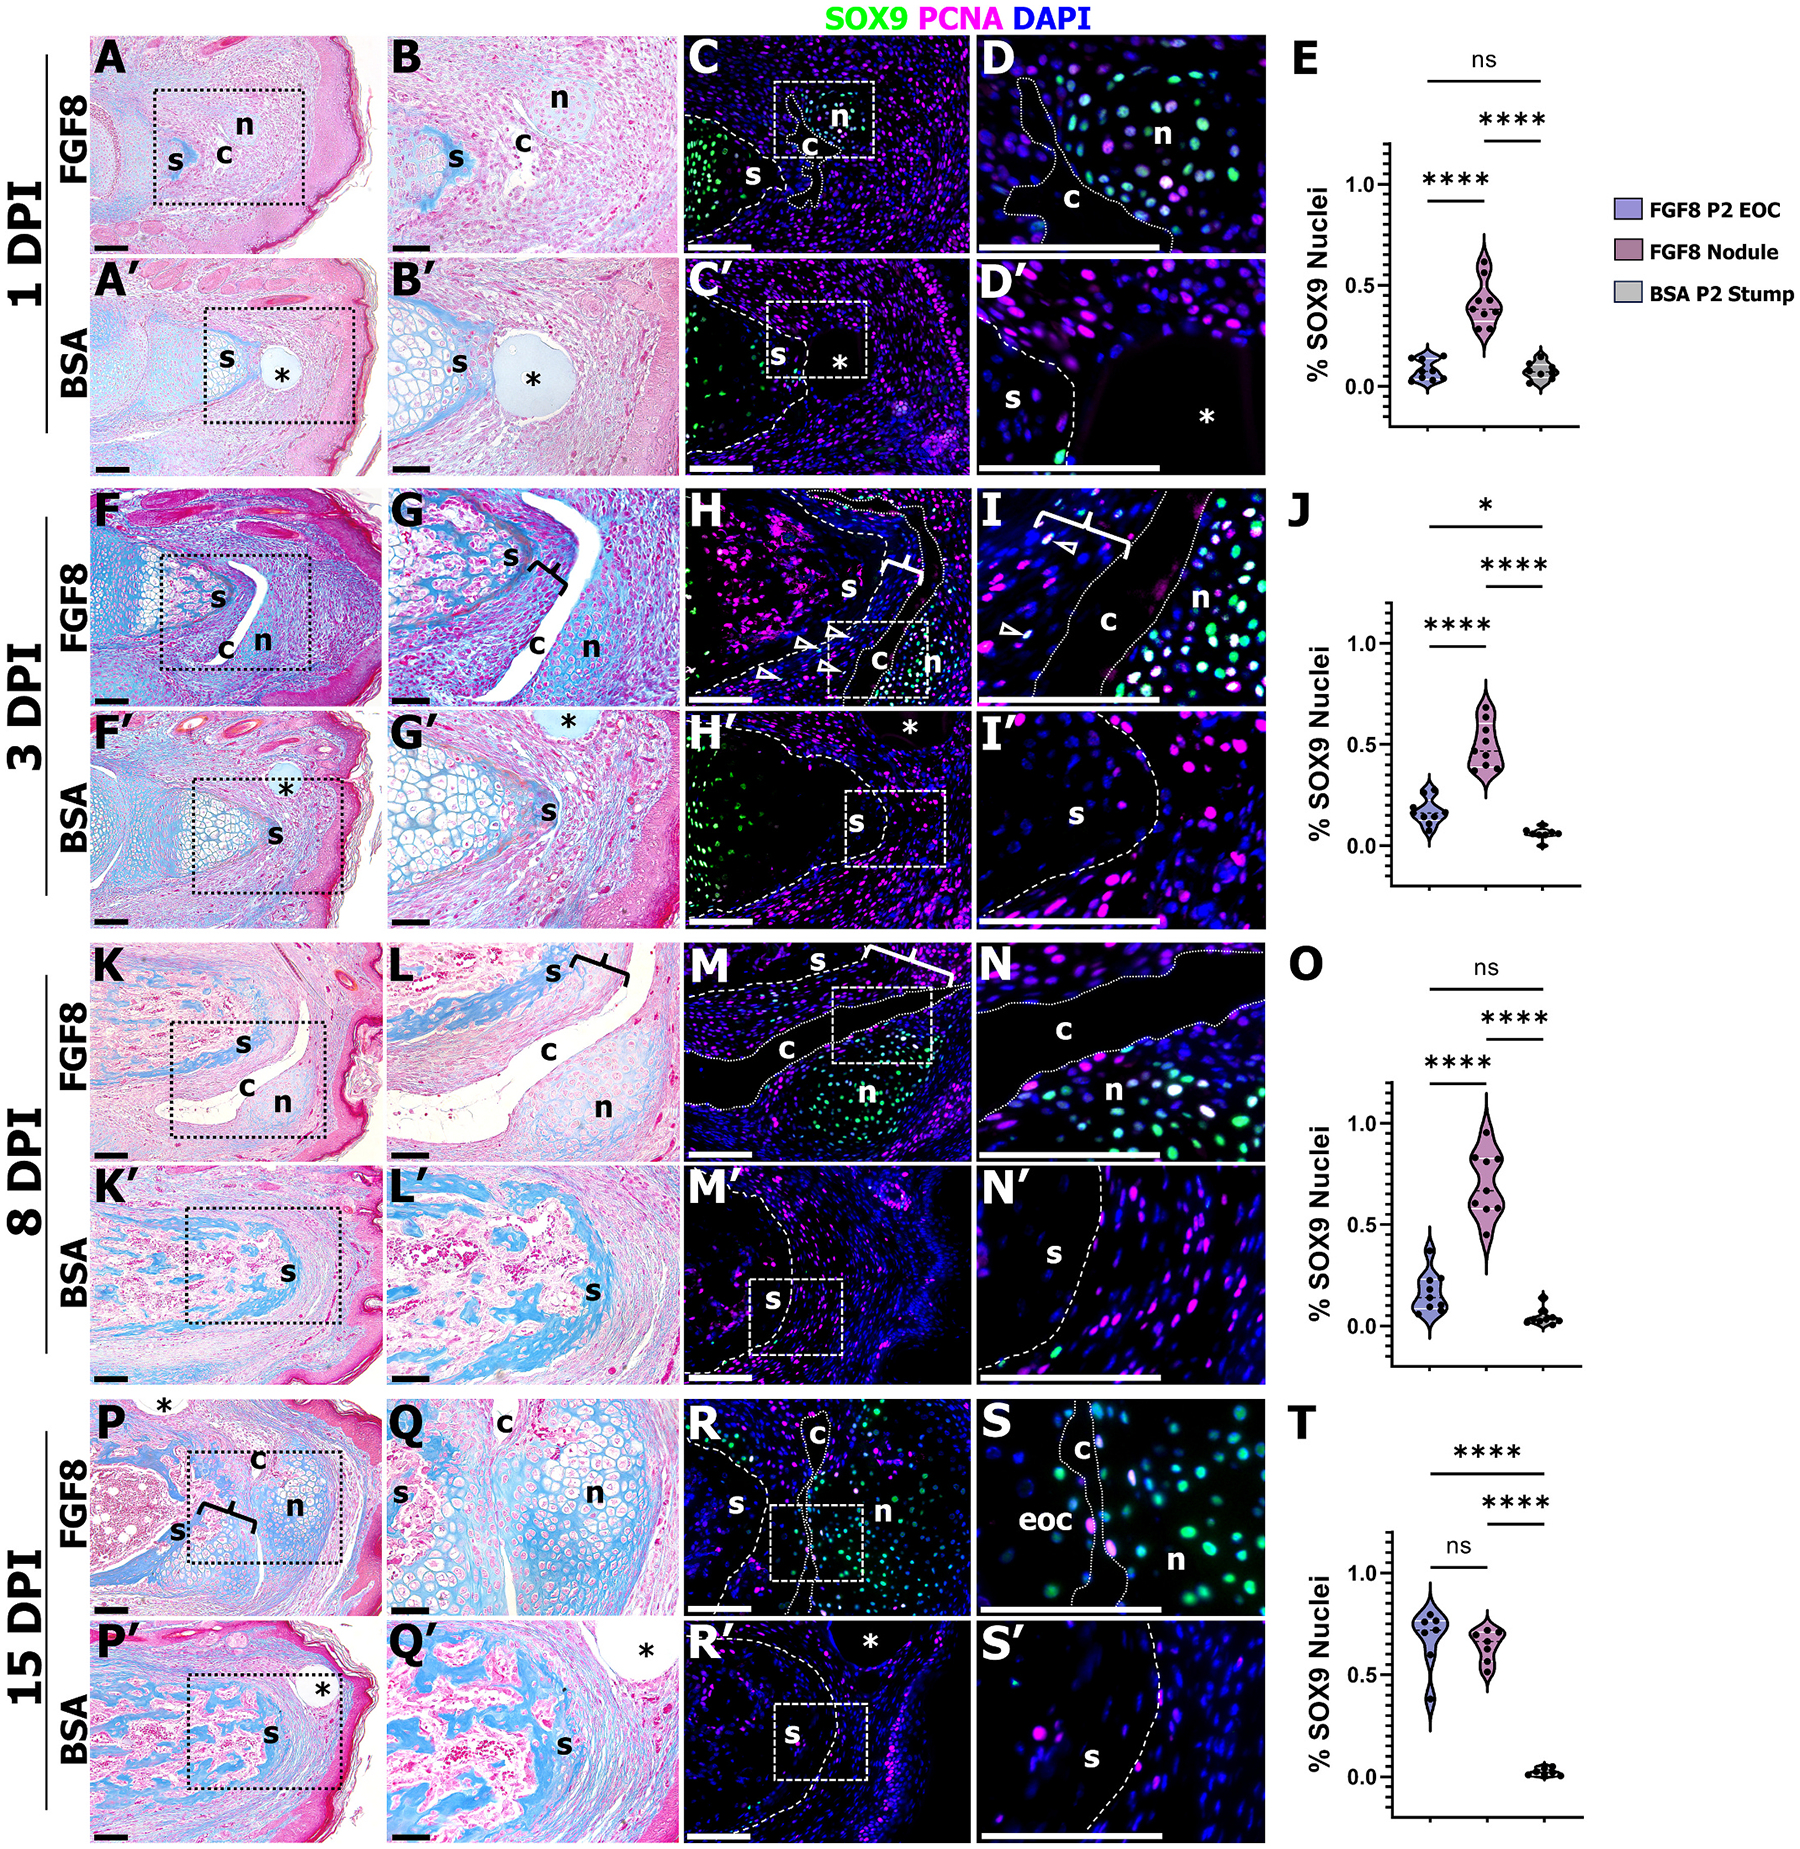
FGF8 stimulates nodule and cavity formation first, and secondarily stimulates EOC formation. Images on the left are representative samples of FGF8 and BSA treated digits stained with Mallory trichrome. Dashed boxes denote inset shown in the central column of images. Images on the right are serial sectioned samples immunostained with SOX9 and PCNA, and counterstained with DAPI. **A-E)** FGF8 stimulates disorganized cavity (c) and early SOX9^+^ nodule (n) formation at 1 DPI, whereas BSA demonstrates typical amputation wound healing leading to fibrosis. **F-J)** The FGF8-induced nodule and cavity continue to mature, while the EOC (bracket) shows few SOX9^+^ chondrocytes (open arrowheads) at 3 DPI. BSA-treated digits lack cavity, nodule and EOC formation. **K**–**O**) _At 8_ DPI, the chondrogenic nodule and cavity are prominent, whereas the EOC (bracket) is immature with few SOX9^+^ cells. BSA-treated digits illustrate continued fibrotic scar formation. **P-T’**) By 15 DPI, the FGF8-induced EOC (bracket) has differentiated into chondrocytes, and both the EOC and the nodule are comprised of SOX9^+^ cells. BSA treated digits show stump wound healing and fibrotic scar formation capping the stump. Histological analyses: FGF8: n = 16–20 digits per time point (4–5 mice per time point); BSA: n = 16 digits per time point (4 mice per time point). Immunostaining quantification: 1 DPI: FGF8 = 9 digits (4 mice); BSA = 8 digits (4 mice). 3 DPI: FGF8 = 9 digits (4 mice); BSA = 8 digits (4 mice). 8 DPI: FGF8 = 9 digits (5 mice); BSA = 9 digits (4 mice). 15 DPI: FGF8 = 7 digits (4 mice); BSA = 7 digits (4 mice). Distal is to the right, dorsal is to the top. * = bead. Scale bars: Left colum*n* = 200 μm; Middle and Right columns = 50 μm. One-way ANOVA; **** *p* < 0.0001, * *p* < 0.05; ^ns^*p* > 0.05.

**Fig. 5.**
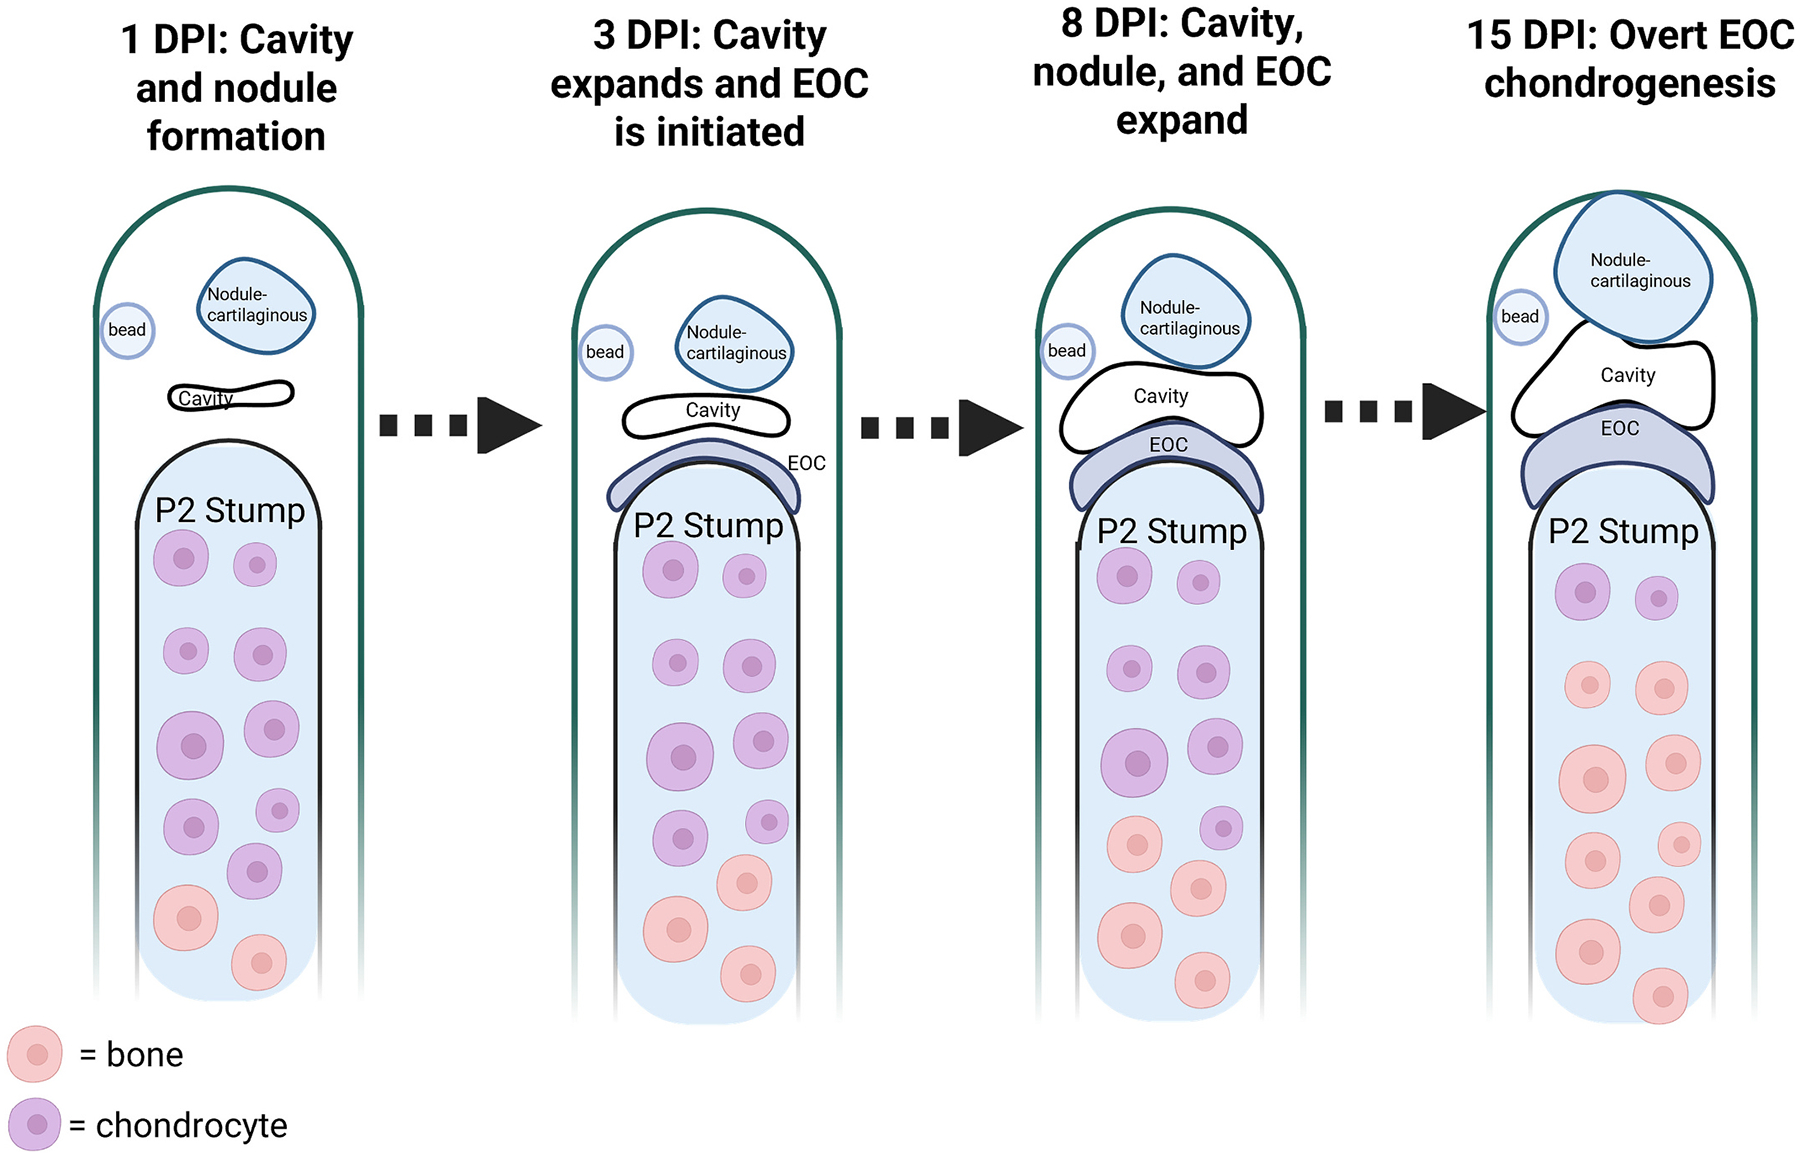
Illustration of FGF8-induced joint morphogenesis. Distal is to the top, proximal to the bottom. Image created in BioRender. Wolff, S. (2025) https://BioRender.com/t7q74fq.

**Fig. 6.**
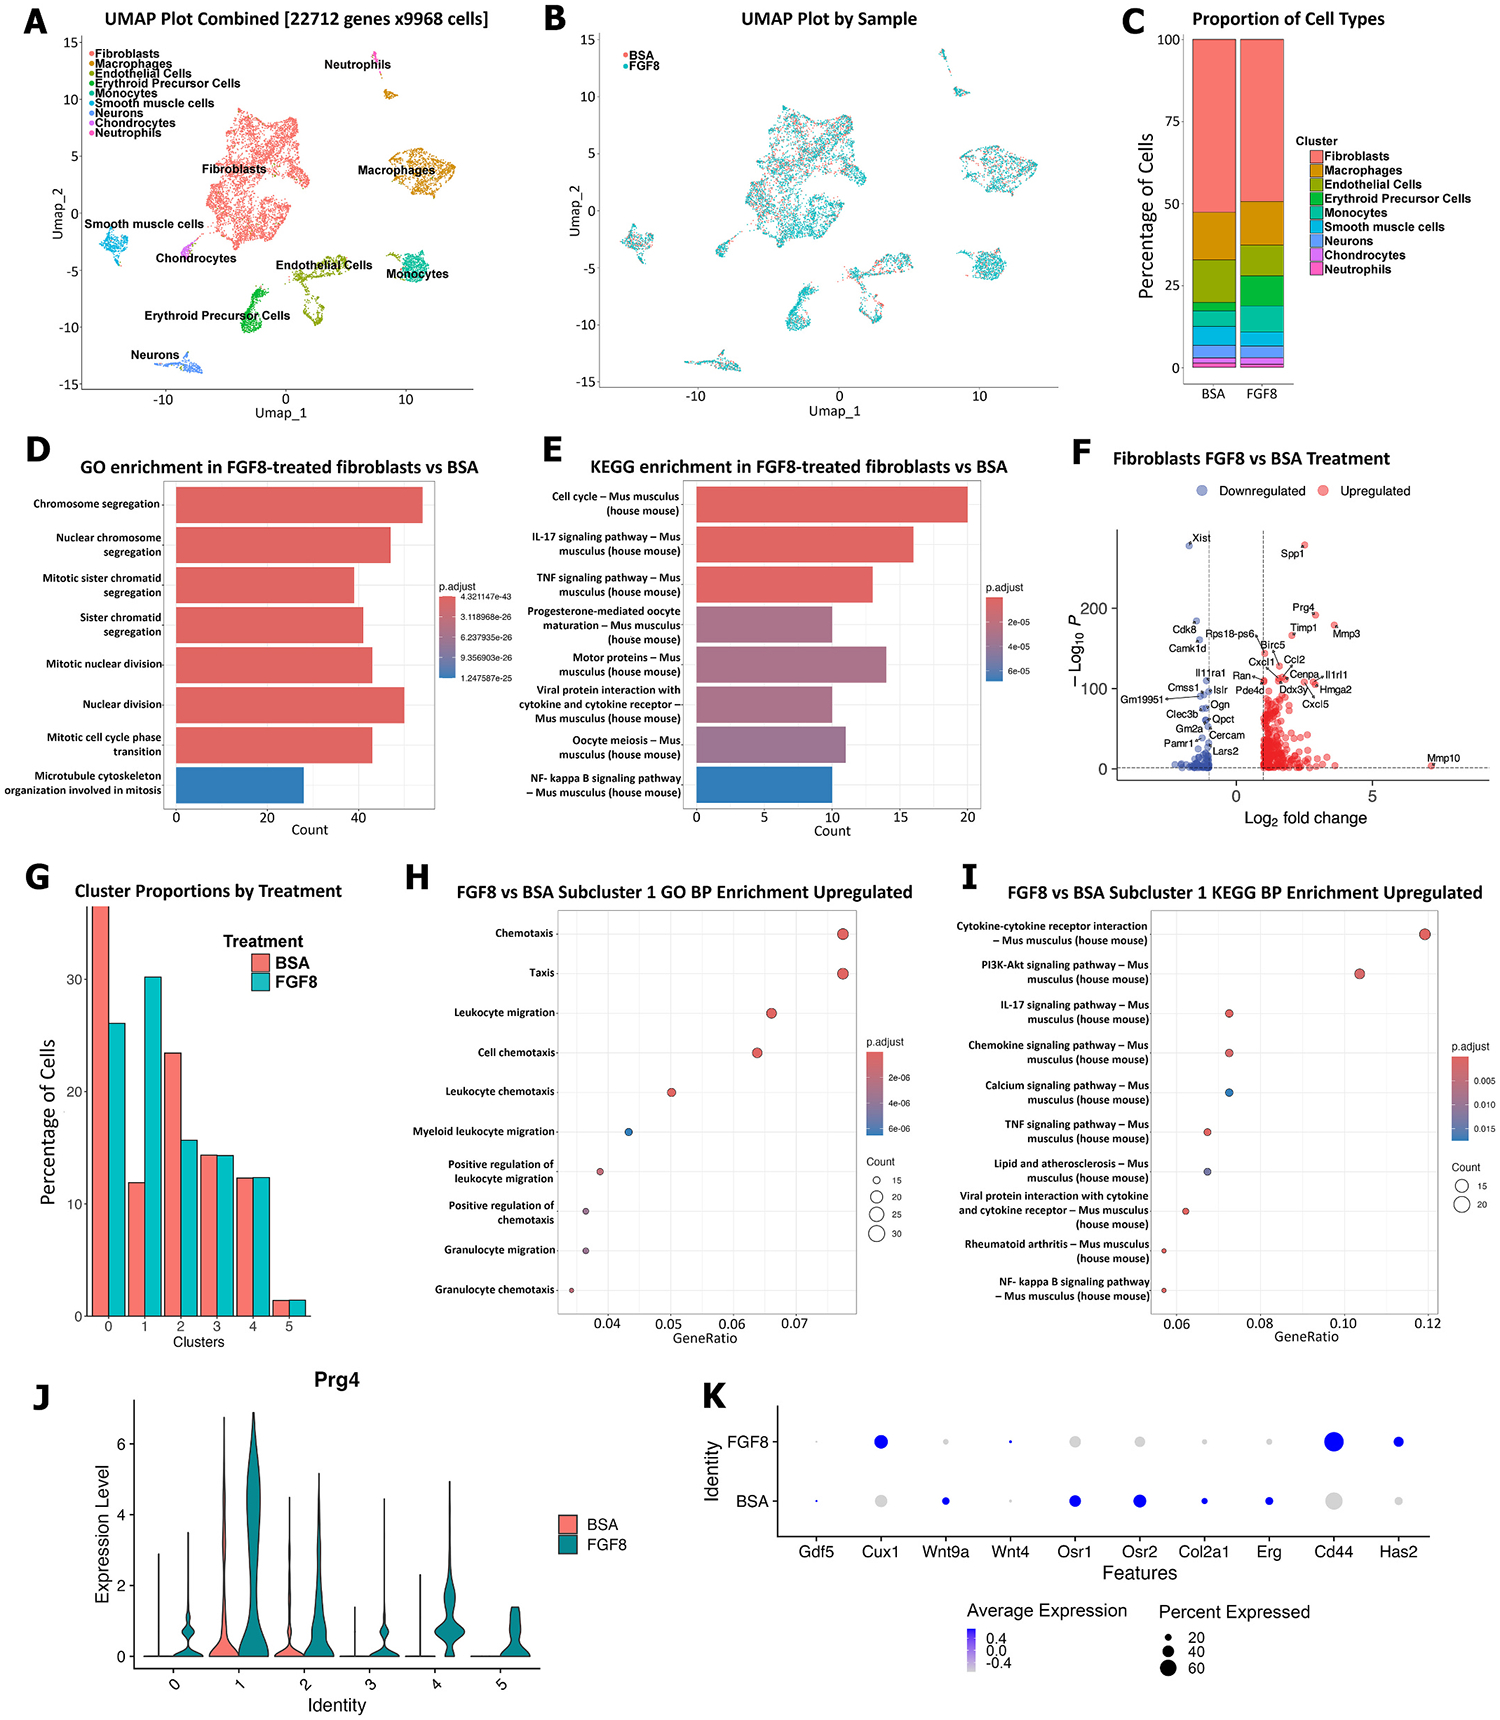
scRNA-seq identifies FGF8-driven enrichment of cell migration, proliferation, and ECM remodeling. **A, B)** UMAP plots of digit cells at 24 h post FGF8 (n = 20 digits pooled) or BSA (n = 20 digits pooled) treatment. **C)** Fibroblasts are the most abundant cell type. **D, E)** GO and KEGG enrichment specific to fibroblasts. **F)** Differential gene expression in FGF8 vs BSA treated fibroblasts. **G)** 6 overlapping fibroblast subclusters were identified between FGF8 and BSA datasets, with only subcluster 1 showing enhanced proportion of cells following FGF8 treatment. **H, I)** FGF8-upregulated GO and KEGG enrichment specific to subcluster 1. **J)** *Prg4* expression levels in the 6 fibroblast subclusters. **K)** Fibroblast joint and cavity marker expression, shown as dot plots.

**Fig. 7.**
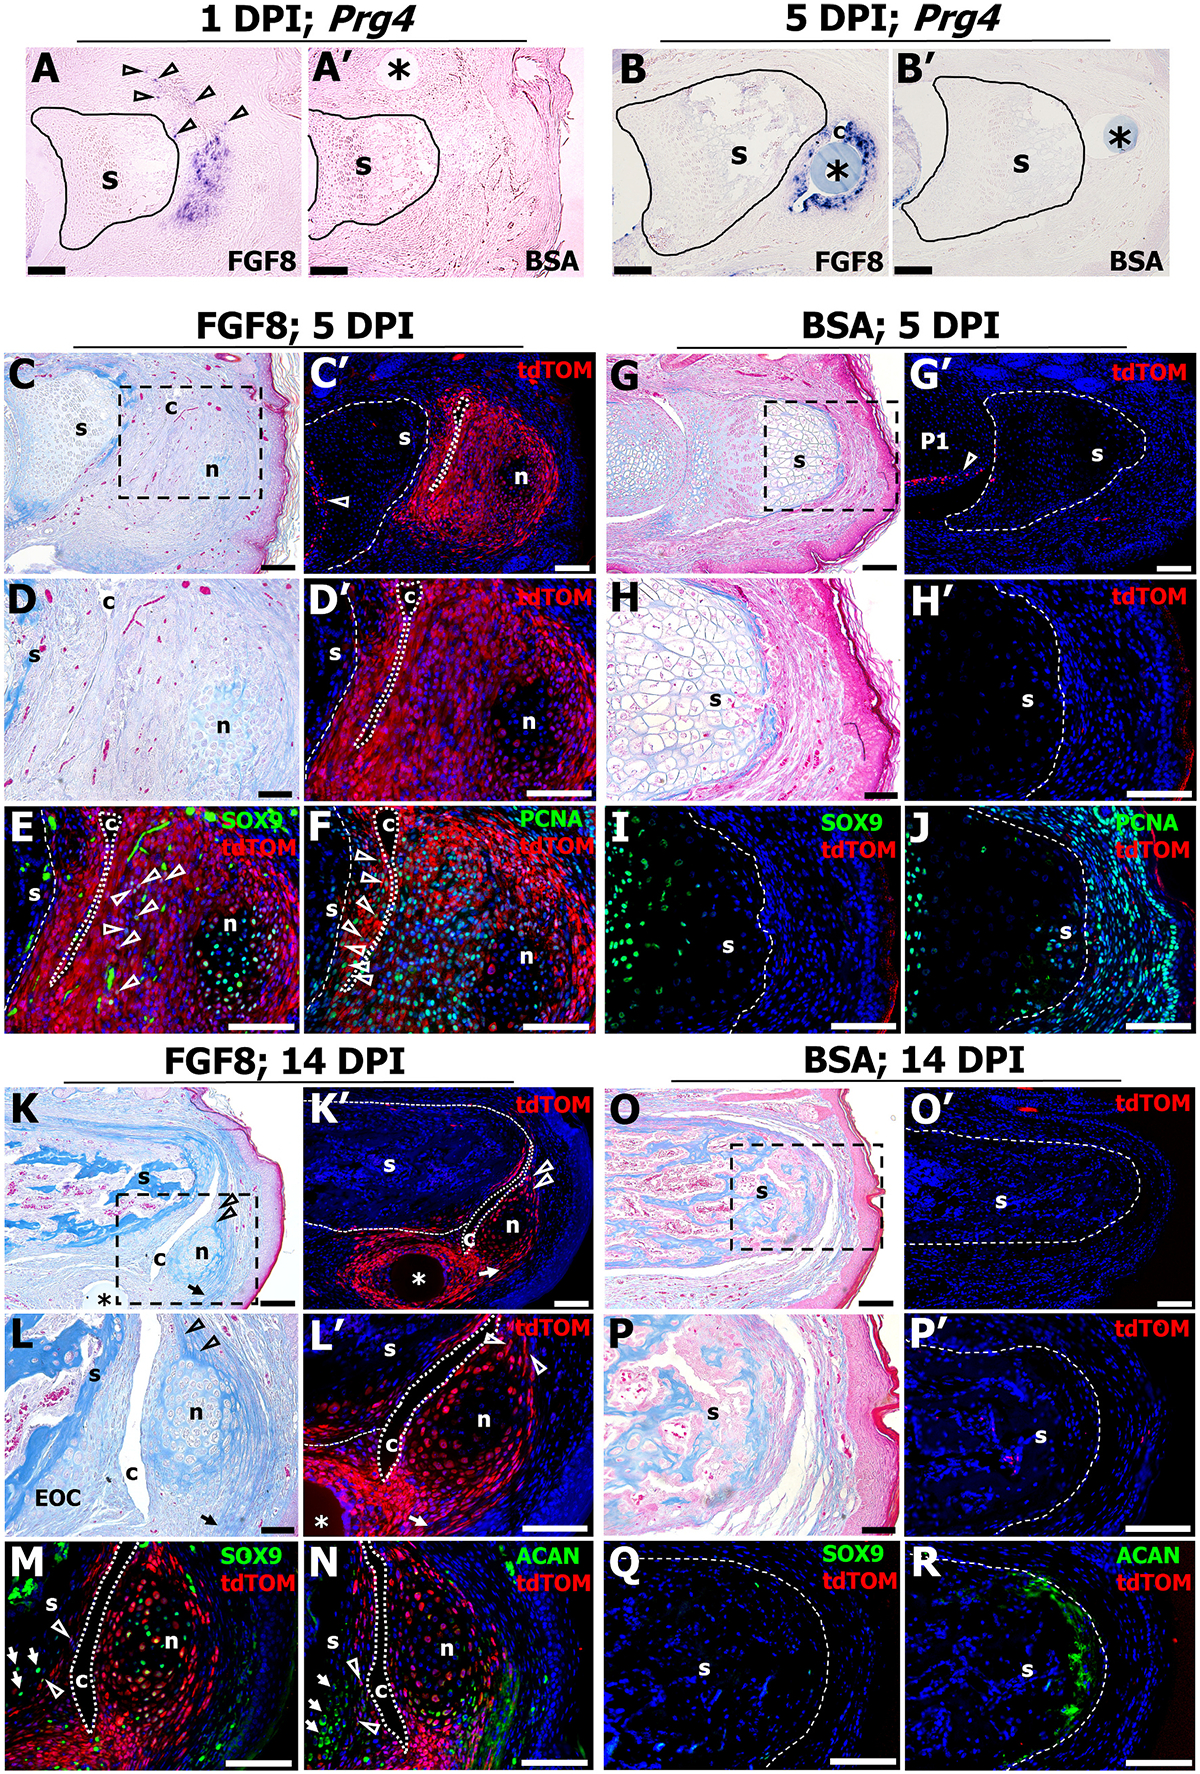
The FGF8-induced *Prg4*-lineage contributes to the regenerated structures. **A, A’)** Representative in situ hybridization samples illustrating *Prg4* transcripts at 1 DPI, and **B, B′)** at 5 DPI. **C)** Representative FGF8-treated sample at 5 DPI stained with Mallory trichrome. **C′)** Immunostaining for tdTOM demonstrating the *Prg4*-lineage contribution to the regenerating structures, as well as the endogenous *Prg4*-lineage localized to the P1/P2 joint (open arrowhead). **D**–**F)** Inset region of fig. **(C)** (dashed box). **D, D′)** Higher magnification images showing the newly formed cavity (c) and nodule (n) are derived from the *Prg4*-lineage. **E)** SOX9 and tdTOM immunostaining demonstrating chondrogenic differentiation of the nodule and sparse SOX9^+^ cells (open arrowheads) adjacent to the cavity. **F)** PCNA and tdTOM immunostaining illustrating robust cell proliferation (open arrowheads) in the early EOC associated with the stump (s) and polarized within the nodule. **G)** Representative BSA-treated sample at 5 DPI stained with Mallory trichrome. **G’)** Immunostaining for tdTOM demonstrating few immunopositive cells and endogenous *Prg4*-lineage localized to the P1/P2 joint (open arrowhead). **H-J)** inset region of fig. **(G)**, (dashed box). **H′)** TdTOM is nearly absent after BSA treatment. **I)** SOX9 is localized to the P2 growth plate, whereas few cells are immunopositive for tdTOM. **J)** PCNA immunostaining is robust within the P2 growth plate and the surrounding soft tissue. **K, K′)** Representative FGF8-treated sample at 14 DPI stained with Mallory trichrome **(K)** and for tdTOM **(K′)** showing the ligament attachments (open arrowheads) and the tendon attachments (arrow) to the nodule. **L, L’)** Higher magnification images showing the maturing regenerated structures are predominantly derived from the *Prg4*-lineage. **M)** SOX9^+^ cells are predominantly localized to the Prg4-derived nodule. **N)** ACAN and tdTOM immunostaining demonstrating some chondrocytes of the EOC (arrows) are not derived from the Prg4-lineage. **O, O′)** Representative BSA-treated sample at 14 DPI stained with Mallory trichrome **(O)** and for tdTOM **(O′)** showing regenerative failure and few tdTOM^+^ cells. **P, P′)** Higher magnification images showing regenerative failure and few tdTOM^+^ cells. **Q)** Few SOX9^+^ or tdTOM^+^ cells are present in the BSA sample at 14 DPI. **R)** Few tdTOM^+^ cells are localized to the P2 stump, whereas diffuse ACAN immunostaining caps the stump, indicative of fibrocartilage formation. Samples counterstained with DAPI. FGF8: n = 20 digits (5 mice) per time point; BSA: n = 20 digits (5 mice) per time point. Distal is to the right, dorsal is to the top. * = bead. Scale bars: A-C′, G, G’, K, K′, O, O′ = 200 μm; D–_F,_ H-J, L-N, P-*R* = 50 μm.

## Data Availability

The datasets analyzed during the current study are available from the corresponding author on reasonable request. Single cell RNA-Seq data were deposited into the Gene Expression Omnibus database under accession number GSE294048 and are available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE294048

# Supplementary material for: FGF8 induces bone and joint regeneration at digit amputation wounds in neonate mice
**Source:** Bone. Author manuscript; Available in PMC 2026 Mar 27.
**Supplement:** Supplementary Material

**
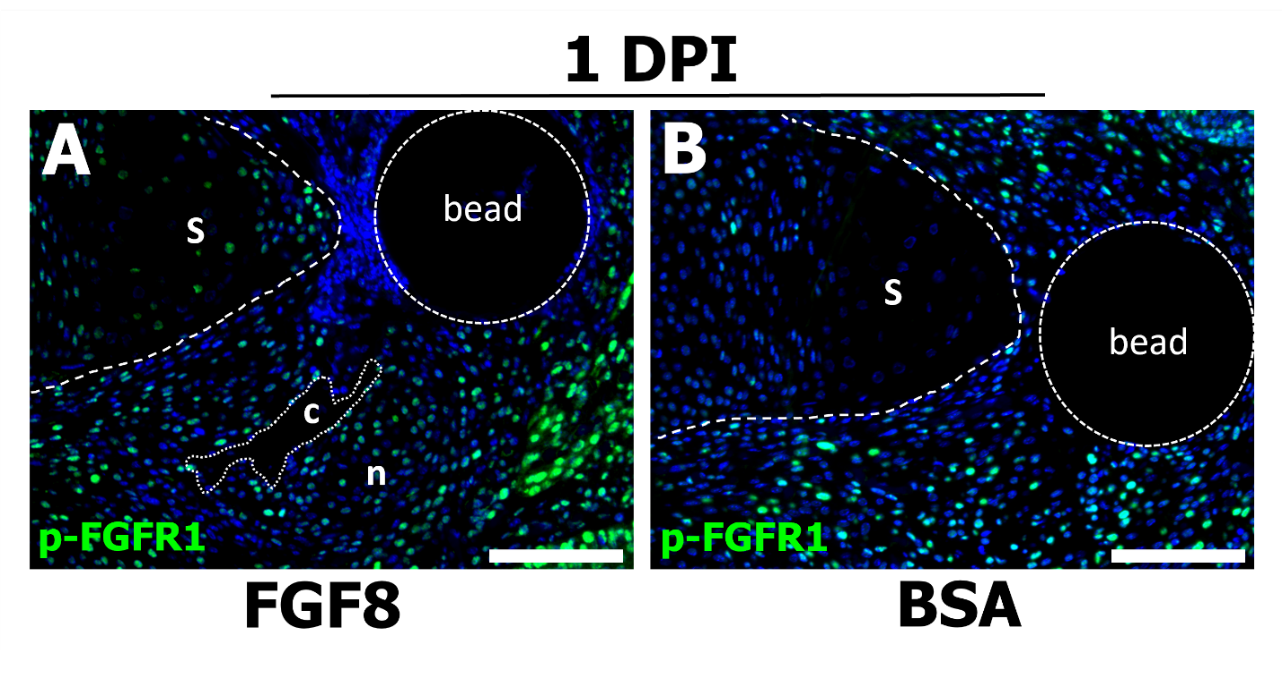
Supplementary Figure 1.** Immunostaining for phospho-FGFR1 at 1 day post FGF8 **(A)** and BSA **(B)** treatment. S = stump, c = cavity, n = nodule. Distal is to the right, dorsal is to the top. Scale bar = 50 µm.

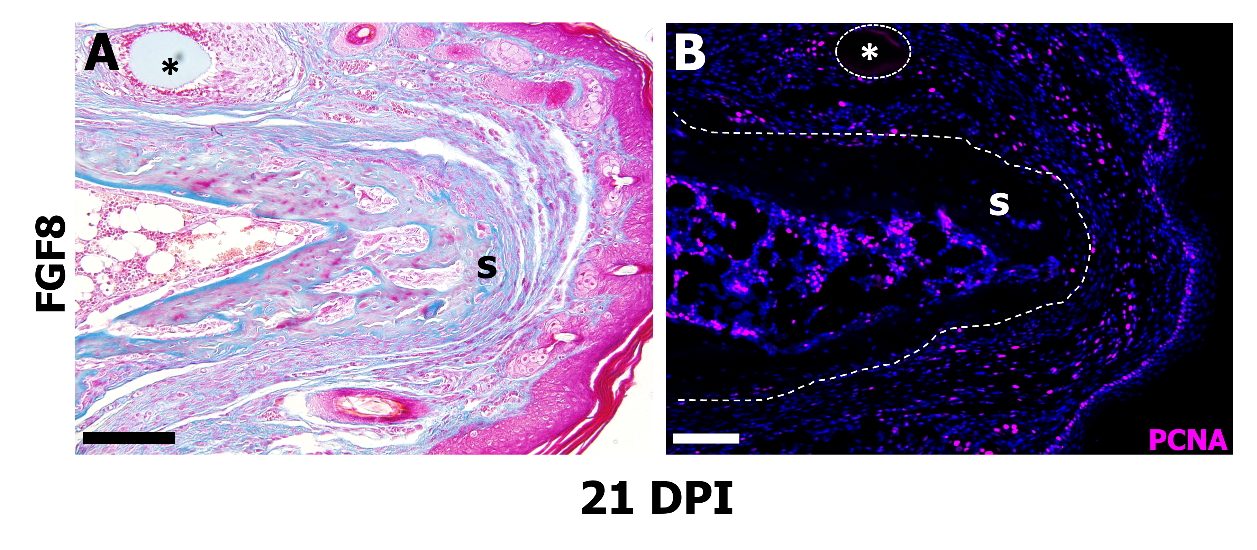

**Supplementary Figure 2.** **A)** Mallory trichrome staining of non-regenerative FGF8 treated digit at 21DPI. **B)** Immunostaining for PCNA at 21 DPI. S = stump, * = bead. Distal is to the right, dorsal is to the top. Scale bars = 200 µm.

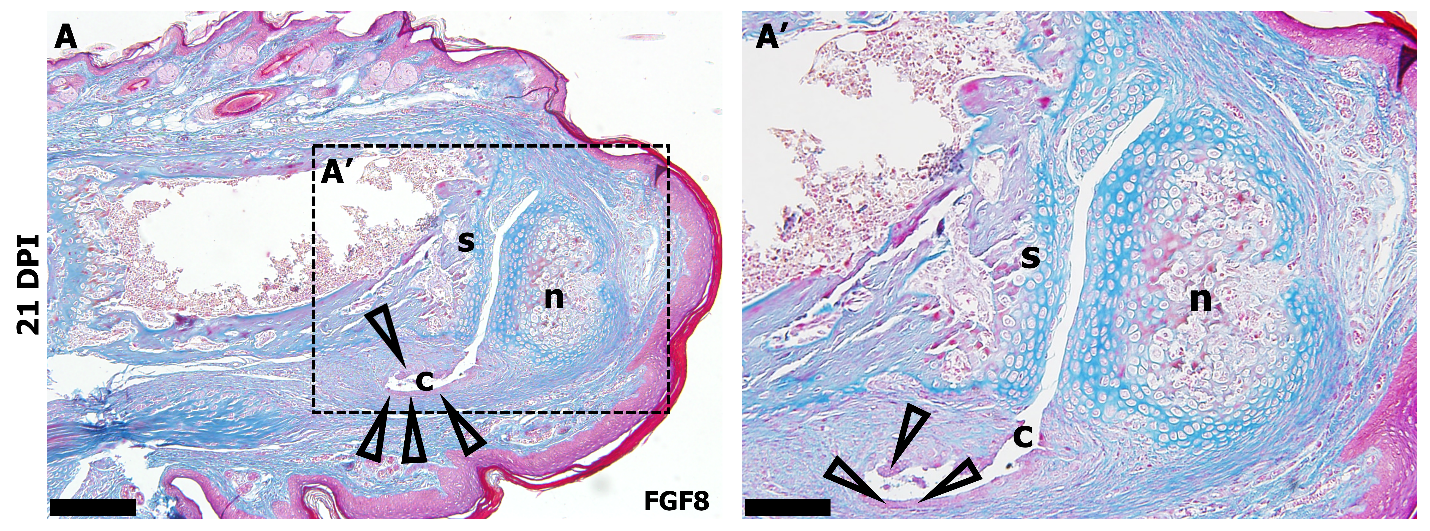

**Supplementary Figure 3. A-A’)** Mallory trichrome staining of a FGF8 treated digit **A)** and inset **A’)** at 21DPI. S = stump, c = cavity, n = nodule. Open arrowheads indicate cavity lining Prg4+ cells shown in Fig. 1I. Distal is to the right, dorsal is to the top. Scale bars A = 200 µm; A’ = 100 µm.

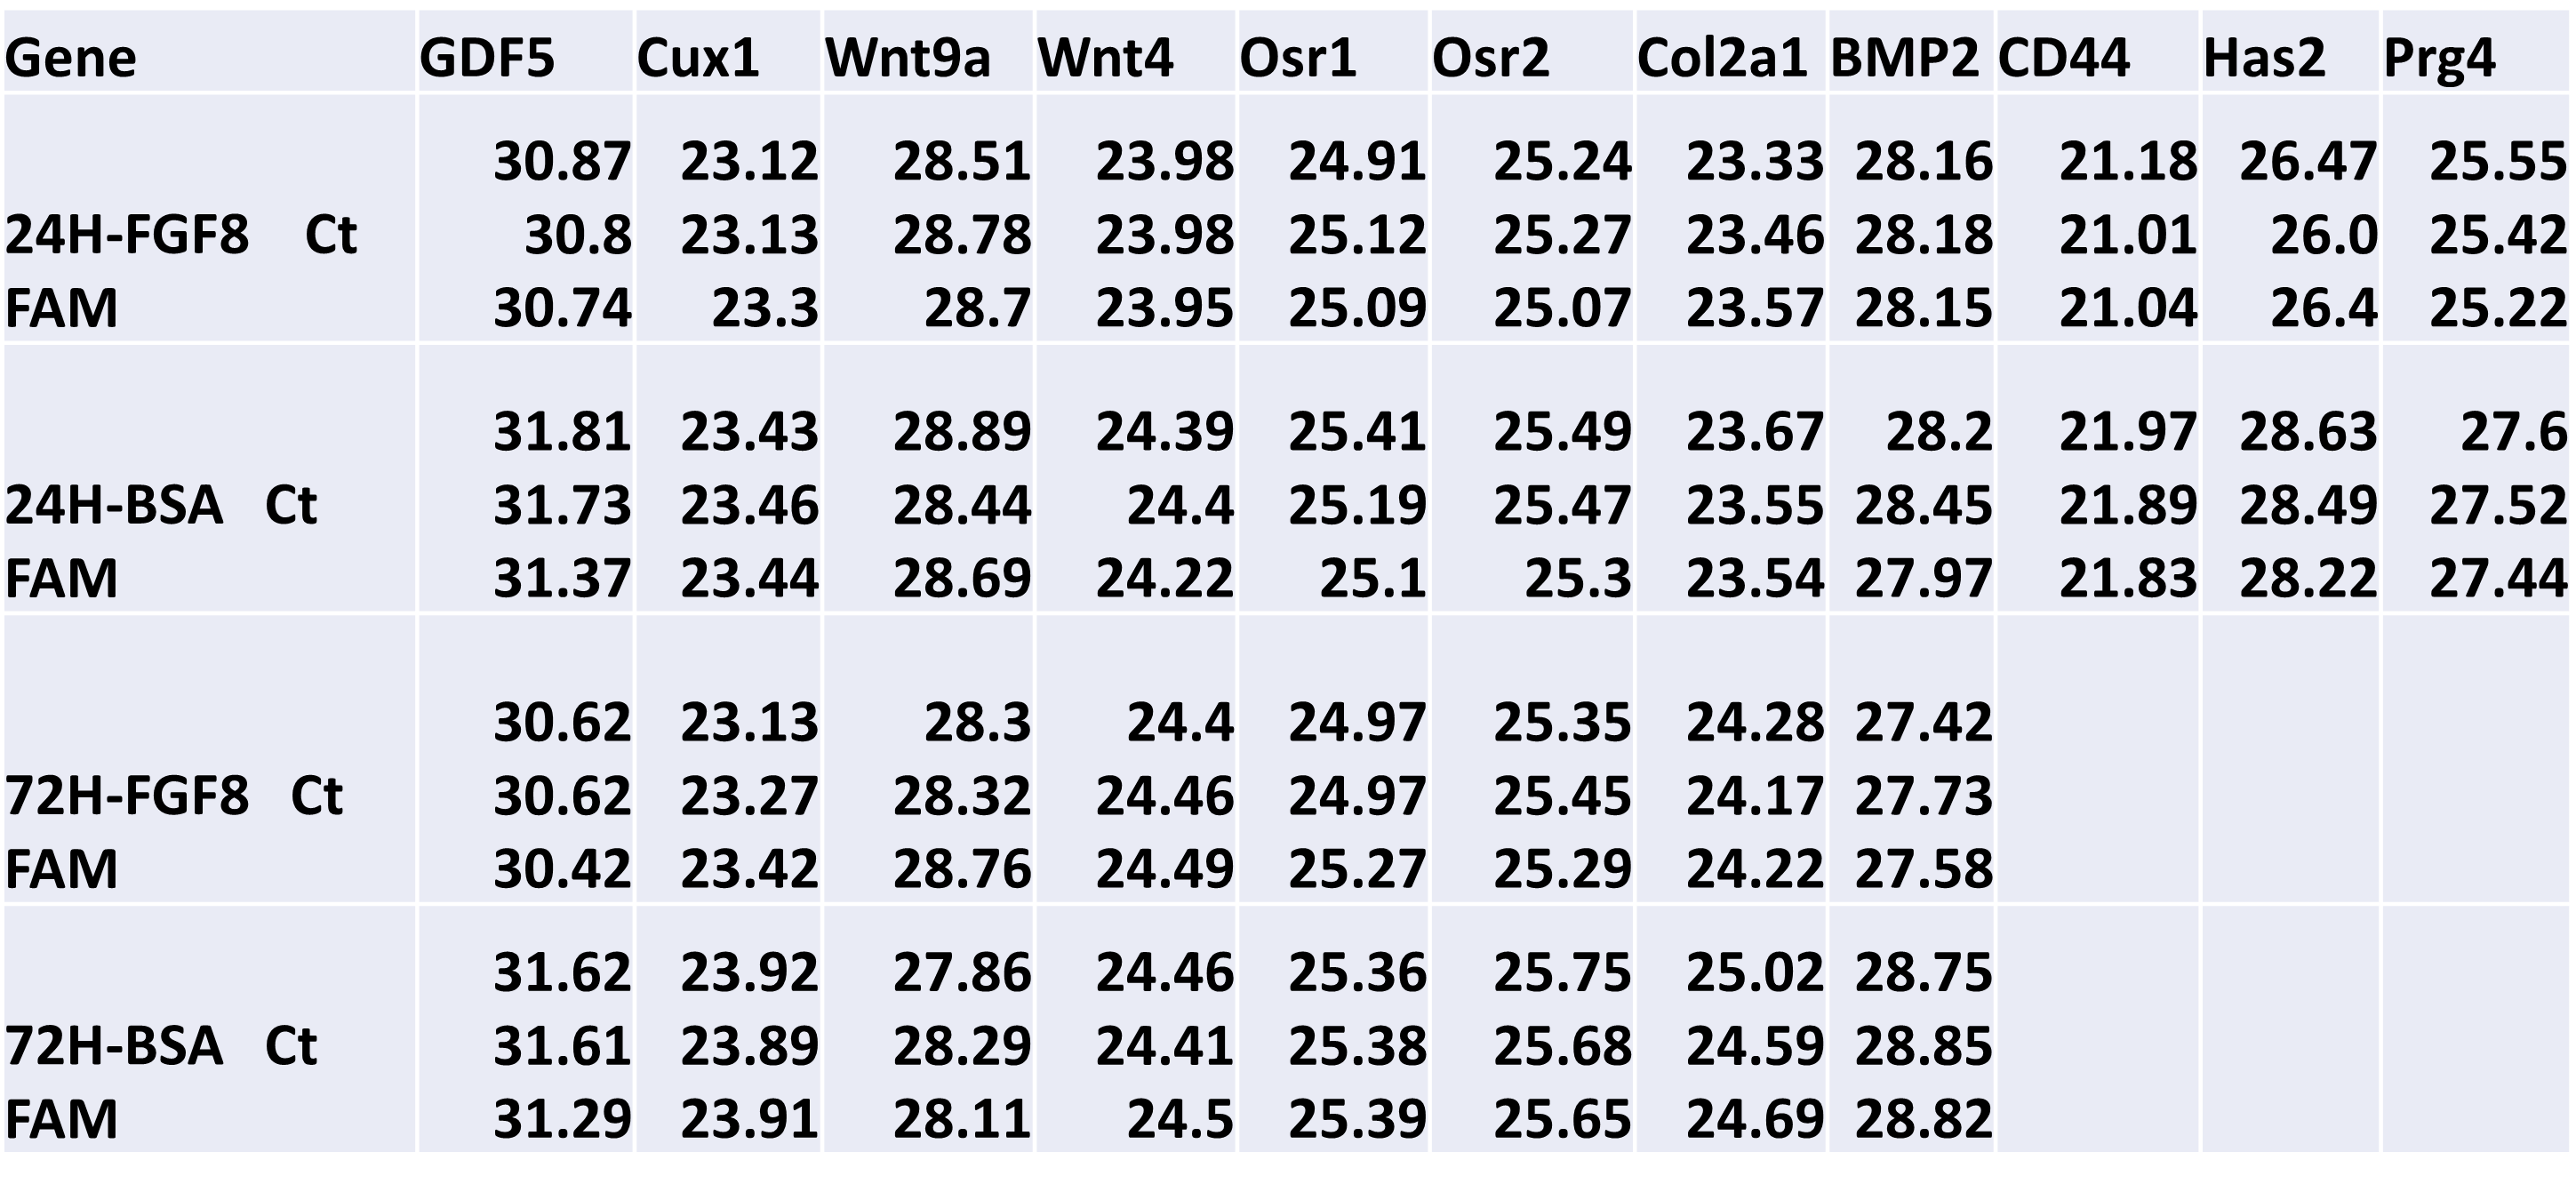

**Supplementary Figure 4.** Cycle threshold (Ct) values of genes assayed by qRT-PCR.

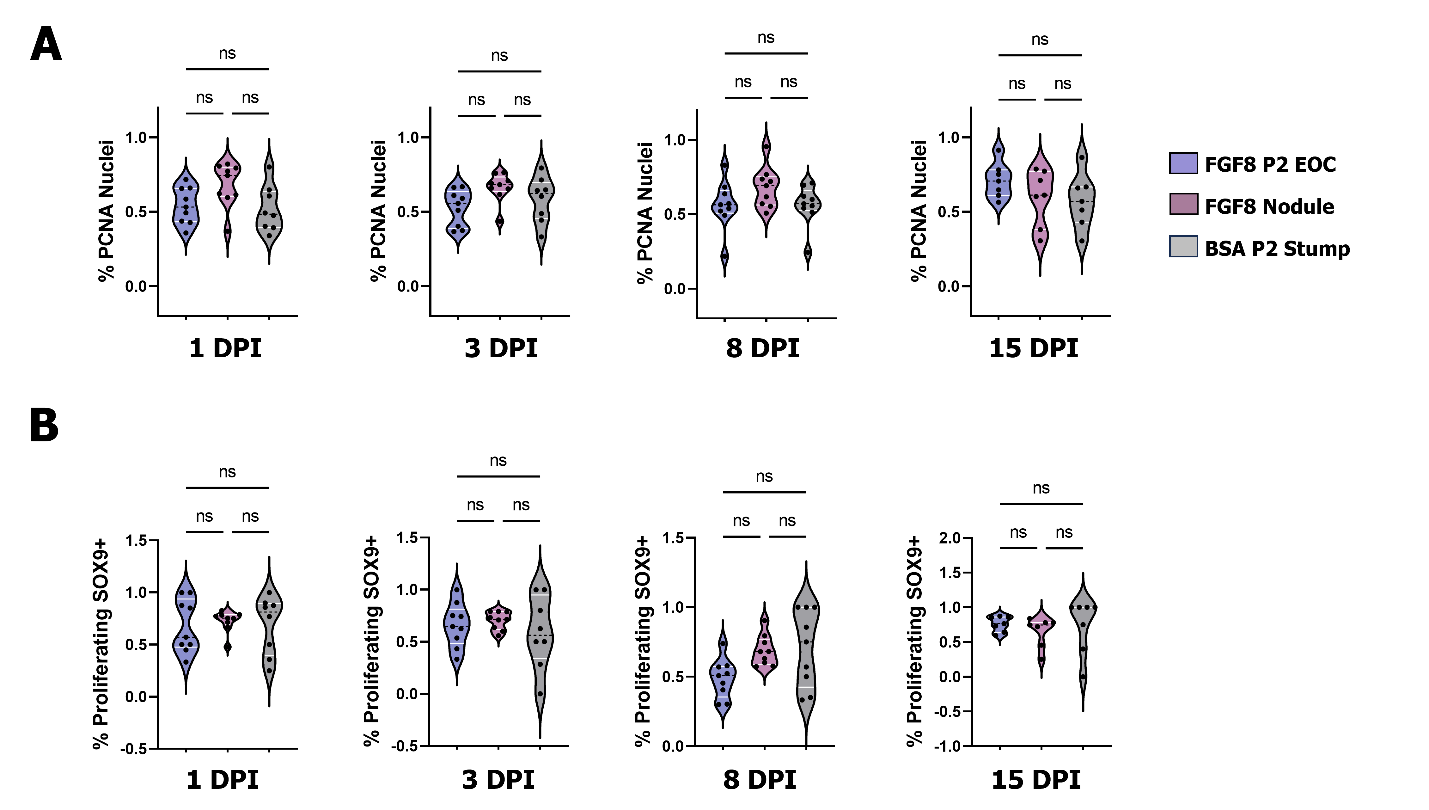

**Supplementary Figure 5. A)** Quantification of cell proliferation and **B)** proliferating Sox9+ cells at 1, 3, 8, and 15 DPI. 1 DPI: FGF8 = 9 digits (4 mice); BSA = 8 digits (4 mice). 3 DPI: FGF8 = 9 digits (4 mice); BSA = 8 digits (4 mice). 8 DPI: FGF8 = 9 digits (5 mice); BSA = 9 digits (4 mice). 15 DPI: FGF8 = 7 digits (4 mice); BSA = 7 digits (4 mice). One-way ANOVA; ^ns^*p* > 0.05.

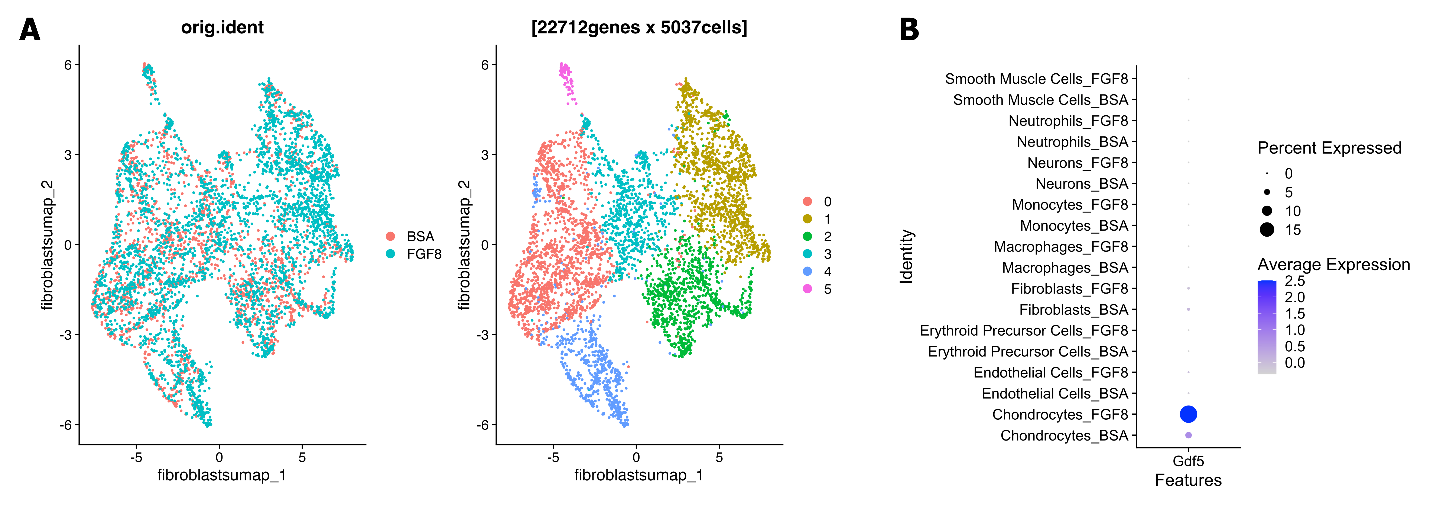

**Supplementary Figure 6. A)** Umap plots of digit fibroblasts and fibroblast subclusters at 24 h post FGF8 or BSA treatment. **B)** Gdf5 expression in all cell types, shown as dot plots.

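Outside chondrocyte-like and fibroblast-like cells, *Gdf5* had no UMI in the Schwann-like, erythroid-like, macrophage-like, mast-like, neutrophil-like and smooth muscle or pericyte-like cells of either library. With 0 of 898 FGF8 and 0 of 471 BSA macrophage-like cells, the exact 95% intervals allow shares of cells with a UMI of up to 0.410% and 0.780%, which does not limit the share of cells that express the gene. In the cluster left without a name it had 4 UMIs in 625 FGF8 cells and 1 UMI in 416 BSA cells.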

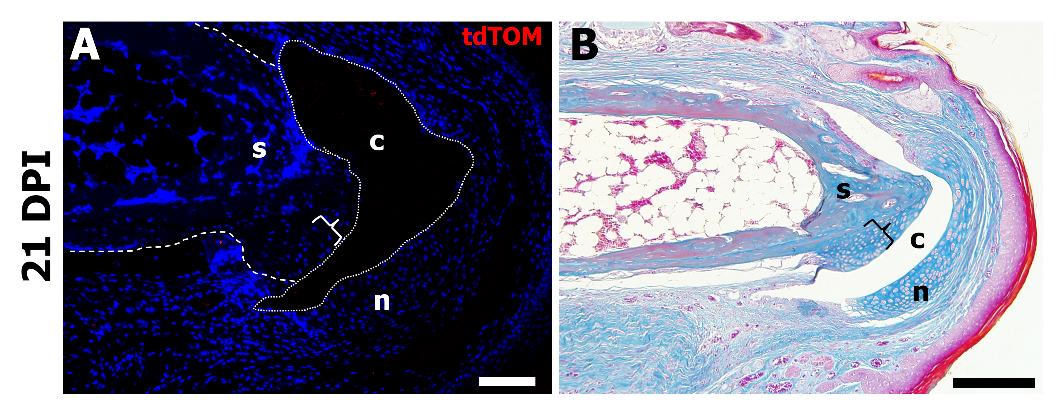

**Supplementary Figure 7.** **A)** Immunostaining for tdTOM at 21DPI in FGF8-treated corn oil control lineage tracing digit. **B)** Mallory staining of FGF8 treated corn oil control lineage tracing digit at 21 DPI. S = stump, c = cavity, n = nodule, bracket = endochondral ossification center. Distal is to the right, dorsal is to the top. Scale bars = 200 µm.

How the deposited data were processed for this re-analysis (not part of the article)

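Single-cell RNA sequencing was analysed for 2 libraries of cells from the distal hindlimb digits of ICR mice, 1 for FGF8 (500 ng/µl) and 1 for 0.1% BSA, each a pool of 20 digits from 5 mice collected 24 h after bead implantation. The authors captured the cells with 10x 3′ chemistry and deposited the raw UMI counts per gene and cell barcode that Cell Ranger 9.0.0 produced on GRCm39, for barcodes it called as cells. The filters on detected genes and mitochondrial share that the paper describes had not been applied to the deposited counts. The files list 33696 genes in both libraries.

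Cells with more than 200 and fewer than 7500 detected genes and a mitochondrial share under 15% were kept. All cells were clustered by the steps the paper's methods name, with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3: the libraries were merged, normalized by SCTransform, which Seurat runs on each library of a merged dataset, and integrated by CCA, with 30 principal components, a resolution of 0.05 and a seed of 42. Fibroblast-like cells were re-clustered by these steps at a resolution of 0.2, but on 2672 of the 3000 variable features, without the genes of Supplementary Tables 1 and 2 and without X- and Y-linked genes, a choice the paper does not describe; all 3000 are an alternative. Clusters were named from marker lists fixed in advance, using markers found in at least 10% of a cluster's cells and the 10 genes with the largest fold among those found in at least 50%. Clusters were left unnamed with fewer than 3 detected markers, with few UMIs and no marker among the leading genes, with more leading markers of another type, or with markers of another type at a mean log2 fold above 3. Where a cell type is called X-like, the name rests on these lists and rules alone, and differences from the paper's cell types may come from the rebuilt names.

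All other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plotted with matplotlib 3.10.9. UMIs were summed per library and cell type, scaled to counts per 1000000 UMIs (CPM), and compared as log2 ratios of FGF8 over BSA. A gene with no UMI in one library entered at a floor of 3 counts over the cell type, which gives a lower bound. Lists used genes with at least 10 UMIs over both libraries, and their medians are given with order-statistic 95% intervals and with the percentile among 10000 random lists drawn in 20 bins of mean expression. The lists were Supplementary Tables 1 and 2 (270 and 84 genes), the S and G2/M lists of Seurat (97 genes), 412 identifiers of the Reactome set Cell Cycle, Mitotic (399 matched), 73 chemokine and interleukin genes and 79 *Mmp*, *Adam*, *Adamts* and *Timp* genes by symbol. Genes named are those the paper names or labels in Fig. 6F, the sex-linked genes, and the 10 highest and 10 lowest log2 ratios among genes with at least 100 UMIs and the same sign in female-called and male-called cells; the paper's tables had been seen when this rule was written. Gene positions are from GENCODE vM39 on GRCm39, and a table of the earlier assembly GRCm38.p6 served only to match Reactome identifiers to symbols.

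With 1 library per condition no test across samples was possible, so no p-value, standard error or number of changed genes was computed, and every interval covers counting error only. Treatment, pool of animals, dissection and library cannot be separated by these data. The ratio and list computations were tested on simulated counts for the fibroblast-like comparison, over 20058 genes of which 200 were changed. Of the changed genes, 96.0% had the true log2 ratio inside the interval, and 96.1% of the unchanged genes had 0 inside it. Lists of 100 raised and 100 unchanged genes fell at percentiles 100 and 80.6. Such coverage checks the computation for counts that vary by counting error alone. It does not show that the intervals hold in these libraries, where the UMIs of some genes lie in few cells.

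Scrublet (scanpy 1.11.5), run on each library alone, called no doublet at its own thresholds of 0.583 (FGF8) and 0.485 (BSA), and so did not work on these libraries; doublets were not removed from the values reported. The samples, designs and alternatives were fixed before the data were examined: other cell filters, no integration, resolutions of 0.1, 0.2 and 0.3, cell types called per cell, equal weight of cells, centring, thinning to 2000 and 5000 UMIs, each sex alone, Seurat's fold, other minimums of UMIs, another cell cycle list, other features, and other thresholds for *Prg4* and for sex. After seeing the data, 3 alternatives were added: genes found in at least 3 cells counted first, the cells with the highest Scrublet scores removed (361 FGF8 and 85 BSA cells, 5.37% and 2.60%, from an assumed rate of doublets), and *Gdf5* in each sex of chondrocyte-like cells. The naming rules beyond the marker lists were also set after seeing the data. The first ranking of leading genes placed a tenocyte marker and no fibroblast marker among the leading genes of the largest cluster, 4 more rankings were then looked at, and 1 of the 2 that placed a fibroblast marker there was kept; the other of the 2, the difference in percent of cells, is the ranking of the paper's methods. Calling this cluster fibroblast-like therefore rests on a choice made with the result in view; cells called one by one from the markers, without clusters or rankings, are given as an alternative. GO and KEGG databases were not used here.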

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

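Of the tests in this part, the comparison of *Prg4* over all subclusters was chosen before its result was seen, and those for *Prg4* in erythroid-like cells, *Prg4* in subclusters 1, 2, 5 and 6, *Xist*, erythroid-like shares, chondrocyte-like cells and *Gdf5* by sex were chosen only after.

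*Prg4* appeared in cell types the paper does not discuss for this gene: 29.4% of erythroid-like cells of the FGF8 library had a UMI of it, against 3.61% in the BSA library. Free RNA is a candidate explanation. If it came from fibroblast-like cells, the level in erythroid-like cells relative to fibroblast-like cells would match that of 8 fibroblast markers, which lay between 6.96% and 8.93% in the FGF8 library. *Prg4* was at 5.05%, *Spp1* at 4.36% and *Mmp3* at 4.69%, below that range and not above it, so the test does not decide. In the BSA library, *Prg4* was at 0.782%, *Spp1* at 1.35% and *Mmp3* at 47.5%, from 22 *Mmp3* UMIs in 1 erythroid-like cell, and the markers between 4.10% and 13.5%. A biological explanation, expression in these cell types after FGF8, was not tested and stays open.

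Free RNA, if present, also bears on the statement that *Prg4* rose in every fibroblast subcluster. It cannot be the whole cause, since 48.3% of subcluster 0 in the FGF8 library had *Prg4* after thinning, above every comparison cell type. In subclusters 1, 2, 5 and 6 the highest share was 8.51%, not above the cell types that should lack the gene. Free RNA could give this, and a change in expression in these subclusters may be hidden under it. The groups differ in depth, with medians of 6970 UMIs in erythroid-like cells and 19065 in subcluster 2 of the FGF8 library. Like thinned shares therefore need not mean like amounts of free RNA, and the comparison does not decide whether free RNA is the whole cause.

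In chondrocyte-like cells, genes the paper discusses for fibroblasts were higher in the FGF8 library. *Spp1* had 35430 CPM against 3057 CPM, *Mmp3* 1286 against 40.5 CPM and *Mmp10* 180 against 17.8 CPM. Of the BSA UMIs, 2619 of 4984 for *Spp1*, 63 of 66 for *Mmp3* and all 29 for *Mmp10* came from 1 cell for each gene. Free RNA from fibroblast-like cells is argued against, because the level in chondrocyte-like cells was above that in fibroblast-like cells: 13.3 times for *Spp1*, 1.995 times for *Mmp3* and 36.2 times for *Mmp10*, while erythroid-like cells had 0.0436, 0.0469 and 0.0438 times that level. The median chondrocyte-like cell had 198 *Spp1* UMIs in the FGF8 library and 0 in the BSA library. Doublets with another cell type are argued against as the whole cause for *Spp1*, since 198 is above the 90th percentile of cells in each other named type of the FGF8 library, the highest of which was 68.0 UMIs in fibroblast-like cells. *Mmp10* came from few cells: 14 of 143 cells of the FGF8 library held 94.5% of its UMIs, with a median of 0, while the same number of cells held 59.9% of the *Mmp3* UMIs, with a median of 2. Doublets are argued against as the whole cause for *Mmp10* too, since 18.2% of chondrocyte-like cells of the FGF8 library (12.2–25.5%) had a UMI of it, above the upper limit of 7.55% found among the other cell types and the fibroblast-like subclusters. For *Mmp3*, doublets with fibroblast-like cells are argued against as the whole cause by the 8 fibroblast markers, whose CPM in chondrocyte-like cells over that in subcluster 0 had a median of 0.2138, against 1.21 for *Mmp3*; 7 of the 8 were below the ratio of *Mmp3*, and *Dcn* was above it. A response of chondrocytes to FGF8 and a different mix of chondrocyte stages in the pools remain open for the 3 genes.

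The pools differed in sex: 75.6% of called fibroblast-like cells were male in the FGF8 library and 20.0% in the BSA library. *Xist* had a log2 ratio of -1.76 over all fibroblast-like cells. Male-called cells, with a UMI of a Y-linked gene and none of *Xist*, were 64.1% of all fibroblast-like cells in the FGF8 library (62.4–65.7%), while 30.6% in the BSA library (28.4–32.8%) were not called female, as a different number of male and female cells would give and a fall of *Xist* alone would not. Every named cell type had a lower female share in the FGF8 library. Whether *Xist* also changed within female cells was not tested, since the female calls rest on it. *Xist* and *Ddx3y*, both labelled in Fig. 6F, may therefore mark the composition of the pools and not the treatment. The paper states that both sexes were used, and its text does not give their number in these pools. Which of the differences between the libraries go with the animals and which with the treatment cannot be separated by these values.

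*Gdf5* in chondrocyte-like cells moved in opposite directions in the sexes, with a log2 ratio of 2.91 in female-called and -0.46 in male-called cells. The difference between the sexes was not tested. The male-called BSA cells number 13 and hold 4 *Gdf5* UMIs, all in 1 cell, and the interval in male-called cells (-2.06 to 1.56) includes 0, so too few counts and a true difference between the sexes both stay open.

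Erythroid-like cells made up 9.11% of the FGF8 library and 2.55% of the BSA library. More blood in the tissue of the FGF8 pool would also bring neutrophils. Neutrophil-like cells were 1.643 times as frequent in the FGF8 library, but with types called per cell their shares were 3.19% (2.78–3.64%) and 3.01% (2.45–3.66%), while erythroid-like cells stayed at 9.49% and 3.32%. The neutrophil-like shares stayed apart beyond the intervals with the stricter filter (10.6% and 5.93%), without integration, at a resolution of 0.2 and without the highest Scrublet scores. One setting thus goes against the others, so the test does not decide and more blood stays open. That setting called 214 FGF8 and 98 BSA cells neutrophil-like, where the clusters held 536 and 158. Recruitment of neutrophils to the wound would raise them too, and a difference in dissection or in lysis of red cells was not tested. Under the stricter filter the erythroid-like shares were 1.12% and 0.732%. That filter kept only 56 of 612 FGF8 and 19 of 83 BSA erythroid-like cells, so the smaller difference does not decide whether the larger one holds.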

How the results depend on the processing

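The alternatives that split *Gdf5* by sex, removed the highest Scrublet scores, or first left out genes found in fewer than 3 cells were chosen only after the results were seen; the others were planned. No paired analysis was possible because each condition is 1 library. Removal of cells called doublets by Scrublet was planned and gave no value, since none was called. Unless stated, the cause of a change was not tested.

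Of 6715 FGF8 and 3252 BSA cells, 4983 and 2595 remained with the stricter filter and 6354 and 3167 without the highest Scrublet scores; no filter gave 7249 and 3703. The fibroblast-like share of 49.5% in the FGF8 library became 18.5% at resolution 0.2, 50.8% without integration and 63.2% with types called per cell. In the BSA library 52.6% became 26.8% at resolution 0.2 and 60.8% with types called per cell, so the order of the libraries changed under that last choice. It called 388 FGF8 and 230 BSA cells macrophage-like, where the clusters held 898 and 471, and more cells of both libraries fibroblast-like than the clusters did. The erythroid-like share became 1.12% (FGF8) and 0.732% (BSA) under the stricter filter, which removed most erythroid-like cells of both libraries. It became 3.32% in the BSA library with types called per cell.

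The log2 ratio of *Prg4* was positive under all alternatives. It was 3.54 with the stricter filter, 2.89 with types called per cell, 3.01 with equal weight of cells, 3.01 after centring, 2.91 after thinning to 2000 UMIs, 2.51 in female-called cells, 5.13 in male-called cells and 2.86 with Seurat's fold. The share of cells with *Prg4* fell with depth and threshold by construction: in the FGF8 library to 26.6% (thinned to 2000), 35.4% (thinned to 5000), 32.9% (at least 2 UMIs) and 25.3% (at least 3 UMIs), and in the BSA library to 6.51%, 9.41%, 9.81% and 8.35%.

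The median of the Supplementary Table 1 genes stayed above 1: 1.45 with the stricter filter, 1.51 in female-called cells, 1.19 in male-called cells and 1.26 with Seurat's fold. The median of the Supplementary Table 2 genes stayed below -1: -1.10 with the stricter filter, -1.12 with equal weight of cells, -1.27 after centring, -1.12 and -1.10 after thinning to 2000 and 5000 UMIs, -1.26 in male-called cells and -1.13 with Seurat's fold. The cell cycle median was 0.81 with equal weight, 1.08 in female-called cells, 0.71 in male-called cells and 0.34 with the Reactome list.

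The chemokine and interleukin median of -0.10 changed sign under 5 alternatives, to 0.17 (stricter filter), 0.26 (equal weight), 0.36 (thinned to 2000), 0.17 (thinned to 5000) and 0.04 (Seurat's fold), so the median gives no direction. The median of the remodeling families remained below 0 and was -0.13 with equal weight, -0.10 after thinning to 2000 and -0.15 after thinning to 5000 UMIs. The directions of the 6 remodeling genes the paper names held wherever a value could be computed; with equal weight of cells *Mmp10* gave none, which left 5. Of the 10 joint and cavity genes, 10 kept their direction except with the stricter filter and in female-called cells (*Col2a1*), in male-called cells (*Wnt4*), and after thinning to 2000 UMIs, where *Gdf5* gave no value; each left 9.

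The number of subclusters was 7, or 3 at resolution 0.1, 8 at 0.3, 6 with all variable features and 7 without cell cycle genes. The largest subcluster held 31.5% of FGF8 and 15.4% of BSA cells with all variable features, 46.3% and 35.7% at resolution 0.1, and 28.8% and 14.3% at resolution 0.3, with the larger share in the FGF8 library each time.

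The female share of called cells stayed lower in the FGF8 library in each named cell type and setting. In place of 24.4% in fibroblast-like cells of the FGF8 library it was 33.6% in chondrocyte-like, 27.1% in erythroid-like, 33.3% in mast-like, 13.3% in neutrophil-like and 28.0% in smooth muscle or pericyte-like cells, 26.9% with at least 2 UMIs and 38.3% after thinning. In place of 80.0% in the BSA library it was 82.9% in Schwann-like, 75.9% in chondrocyte-like, 83.3% in mast-like, 57.5% in neutrophil-like and 77.7% in smooth muscle or pericyte-like cells, and 85.8% after thinning.

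The log2 ratio of *Gdf5* in chondrocyte-like cells was 2.91 in female-called and -0.46 in male-called cells. Among the 61 named genes besides *Prg4*, 657 values were computed under alternatives: 340 stayed within the counting interval, 313 moved in size and 4 changed sign, in 3 genes. *Wnt4* was -0.15 in male-called cells. *Col2a1* was 0.20 with the stricter filter and 0.19 in female-called cells. *C9*, with 34 UMIs in the FGF8 and 67 in the BSA library, was 0.14 once the highest Scrublet scores were removed. The Y-linked genes, on which the male calls rest, were not counted as changing sign in male-called cells. There *Ddx3y* was -0.20, *Eif2s3y* -0.25, *Kdm5d* -0.18 and *Uty* -0.25. Over all fibroblast-like cells they were 1.45, 1.48, 1.53 and 1.49. The difference in the share of cells with *Wnt4* changed from -0.0801 percentage points to 0.306 after thinning to 2000 and 0.917 after thinning to 5000 UMIs. Depth limits *Gdf5*, which had 58 and 53 UMIs in fibroblast-like cells and 61 and 10 UMIs in chondrocyte-like cells.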

Differences from the paper's values

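In this part the alternatives were set before the data were examined, and the comparison of *Prg4* shares in subclusters 1, 2, 5 and 6 with other cell types was chosen only after its result was seen. The paper's subcluster with the larger share after FGF8 held about 12% of BSA fibroblasts in Fig. 6G, read by eye, and the largest subcluster here 22.2%. For this share, read by eye, a difference means one value more than 1.5 times the other. There was none with all variable features (15.4%) or a resolution of 0.3 (14.3%), both still above the paper's value, and a difference remained at a resolution of 0.1 (35.7%) and with cell cycle genes left out (22.3%).

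The next comparison covers the genes that the paper names or labels in Fig. 6F. The paper's values are the average log2 fold changes of Supplementary Tables 1 and 2, made with cells as replicates by Seurat. The values here are log2 ratios of summed UMIs. A difference means one larger than counting error, which is small where UMIs are many. Counting error leaves out variation between cells, so a difference in this sense can be smaller than that variation would give. Outside these genes, *Dpp4* (-1.74 here, -1.38 in the paper) and *Gpm6a* (-1.82 and -1.48), both among the 10 lowest, also differed. All values below have the paper's sign. The alternatives were the stricter filter, no integration, types called per cell, equal weight of cells, centring, thinning to 2000 or 5000 UMIs, female-called cells, male-called cells and Seurat's fold, and for each gene those not listed still differed.

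For *Spp1* the paper's value is 2.51 and the value here 2.39, with no difference under the stricter filter (2.51), types called per cell (2.50) and thinning to 5000 UMIs (2.50). *Mmp3* has 4.34 here against the paper's 3.60; there was no difference with Seurat's fold (3.59). The paper gives 2.04 for *Timp1*, where 2.17 was found here, with no difference under equal weight of cells (2.05) and thinning to 2000 UMIs (2.05). For *Adamts19* the paper's value is -1.40 and the value here -1.83, with no difference under the stricter filter (-1.31), thinning to 2000 UMIs (-1.30) and to 5000 UMIs (-1.39), and Seurat's fold (-1.41). *Cdk8* has -1.25 here against the paper's -1.46; there was no difference with Seurat's fold (-1.46). The paper gives -1.35 for *Camk1d*, where -1.14 was found here, with no difference under equal weight of cells (-1.36) and Seurat's fold (-1.35). For *Rps18-ps6* the paper's value is 1.05 and the value here 1.15, with no difference under the stricter filter (1.07), equal weight of cells (1.04), thinning to 2000 UMIs (1.03) and male-called cells (1.08). *Cxcl1* has 1.60 here against the paper's 1.56; there was no difference with no integration (1.60), types called per cell (1.58) and thinning to 5000 UMIs (1.52). The paper gives 1.69 for *Ccl2*, where 1.81 was found here, with no difference under thinning to 5000 UMIs (1.70) and Seurat's fold (1.64). For *Ran* the paper's value is 1.02 and the value here 1.16, with no difference under equal weight of cells (1.02) and Seurat's fold (1.03). *Pde4d* has 1.10 here against the paper's 1.01; there was no difference with thinning to 2000 UMIs (1.00).

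The paper gives 2.90 for *Hmga2*, where 3.04 was found here, with no difference under equal weight of cells (2.88), thinning to 5000 UMIs (2.82) and Seurat's fold (2.86). For *Cxcl5* the paper's value is 2.50 and the value here 2.58, with no difference under types called per cell (2.54), equal weight of cells (2.47), thinning to 5000 UMIs (2.52) and Seurat's fold (2.45). *Il11ra1* has -1.21 here against the paper's -1.09; there was no difference with centring (-1.14) and thinning to 2000 UMIs (-1.06). The paper gives -1.19 for *Cmss1*, where -0.89 was found here, with no difference under Seurat's fold (-1.19). For *Islr* the paper's value is -1.0 and the value here -1.19, and all 10 alternatives differed too. *Gm19951* has -1.22 here against the paper's -1.32; there was no difference with female-called cells (-1.33) and Seurat's fold (-1.35). The paper gives -1.11 for *Ogn*, where -1.35 was found here, with no difference under Seurat's fold (-1.07). For *Clec3b* the paper's value is -1.24 and the value here -1.50, and all 10 alternatives differed too. *Qpct* has -1.31 here against the paper's -1.11; there was no difference with female-called cells (-1.09). The paper gives -1.03 for *Cercam*, where -1.13 was found here, with no difference under equal weight of cells (-1.07), centring (-1.06), thinning to 5000 UMIs (-0.95), male-called cells (-1.09) and Seurat's fold (-1.03). For *Pamr1* the paper's value is -1.25 and the value here -1.47, with no difference under equal weight of cells (-1.22), thinning to 2000 UMIs (-1.26) and Seurat's fold (-1.19). *Lars2* has -0.79 here against the paper's -1.01; there was no difference with Seurat's fold (-1.03).

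Seurat's fold is the measure the paper's methods name. Computed here over all genes of both tables, it lay at a median absolute difference of 0.0491 from the paper's values; 249 of the 270 genes of Supplementary Table 1 were above 1 and 70 of the 84 genes of Supplementary Table 2 below -1. In both tables the adjusted p divided by p had a median of 22712. It lay within 1% of that value for all 353 genes where it can be computed. This is close to a single factor for every gene, and 22712 matches the number of genes printed in Fig. 6A. The methods name the Benjamini-Hochberg adjustment, in which the factor falls with the rank of the gene.

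The paper names 6 fibroblast subclusters; 7 were found here, and 6 with all variable features. It states that *Prg4* rose in all of them. Its CPM was higher in the FGF8 library in all 7 here, but in subclusters 1, 2, 5 and 6 the thinned shares of cells, at most 8.51%, were not above those of erythroid-like, macrophage-like and endothelial-like cells. These groups differ in depth, so the thinned shares do not decide whether free RNA accounts for the higher CPM. The paper describes *Wnt4* as enriched after FGF8; the log2 ratio of *Wnt4* here was 0.16 with an interval (-0.10 to 0.43) that includes 0, while Seurat's fold was 0.36 and the log2 ratio in subcluster 1 was 1.07 (0.65–1.51). The other 9 joint and cavity genes had the paper's direction over all fibroblast-like cells, and in subcluster 1 *Cux1* (-0.19), *Osr1* (0.19), *Gdf5* (2.37) and, with an interval that includes 0, *Has2* (-0.07) did not. The clusters that the paper's figure names endothelial, monocytes, neurons and neutrophils were, by the fixed markers, unnamed, neutrophil-like, Schwann-like and mast-like. The paper named its clusters from the PanglaoDB database, which was not used here, and clusters were paired with the paper's by their order of size in Fig. 6C.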

Other observations

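Of the tests in this part, those on Supplementary Table 1 by sex, on cells with at least 10000 UMIs and on the largest subcluster by sex were chosen before their results were seen, and those on other cell types for the 5 genes, on the cell cycle list and on lymphatic endothelial-like cells only after.

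The difference in sex between the pools could produce differences in genes that are not sex-linked. For the Supplementary Table 1 genes this is argued against as the whole cause, since the lower of the medians in female-called and in male-called cells was 1.19. For the share of the largest subcluster it is argued against too, as the smaller of the differences within a sex was 13.83 percentage points. Other differences between the 5 mice of each pool stay open.

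Single genes can still follow the pools. *Il11ra1* had 19.7 CPM in female-called and 82.3 CPM in male-called cells of the FGF8 library, and 132 and 238 CPM in the BSA library. *Pde4d* had 1412 and 619 CPM in the FGF8 library and 405 and 362 CPM in the BSA library. Both are autosomal and were chosen after their values were seen, and no explanation was tested.

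*Cdk8*, *Camk1d*, *Cmss1*, *Gm19951* and *Lars2*, all labelled in Fig. 6F as lower after FGF8, were for the most part also lower outside fibroblast-like cells. Their median log2 ratio was -1.14 in fibroblast-like cells and below 0 in each of the 7 other named cell types, the highest being -0.07 in erythroid-like cells, where the interval (-1.04 to 0.31) includes 0. Single genes went the other way: *Lars2* was 0.31 (0.10–0.53) in erythroid-like cells and, without integration, *Lars2* was 1.11 (0.66–1.55) and *Cmss1* 0.77 (0.55–0.97) in lymphatic endothelial-like cells. A difference between the libraries that is not confined to fibroblasts is a candidate explanation; a response of many cell types to FGF8 would look the same. Fewer low-UMI cells in the FGF8 library are argued against, since the median was -1.07 among fibroblast-like cells with at least 10000 UMIs.

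The higher cell cycle list was not a shift by a like amount in the whole library. The median was -0.24 (-0.32 to -0.17) in Schwann-like cells, 0.05 (-0.10 to 0.19) in chondrocyte-like cells and 0.29 (0.22–0.38) in smooth muscle or pericyte-like cells, against 0.93 (0.82–1.07) in fibroblast-like cells. Higher medians were not confined to fibroblast-like droplets either: neutrophil-like, macrophage-like and mast-like cells had 1.20, 0.46 and 0.43, and the cluster without a name 0.36. Free RNA from fibroblast-like cells was not tested for this list. In neutrophil-like cells the Supplementary Table 1 genes also had a raised median, 1.07 (0.78–1.38). A response to FGF8, a difference between the pools and, outside fibroblast-like cells, free RNA stay open.

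Without integration, lymphatic endothelial-like cells made up 0.179% of the FGF8 library and 1.57% of the BSA library (12 and 51 cells), a ratio of 0.114. A loss of endothelial cells of all kinds is argued against, since blood endothelial-like cells had a ratio of 0.8977. A difference in dissection was not tested.

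Collagen genes among the fibroblast markers were lower in fibroblast-like cells of the FGF8 library, with log2 ratios of -1.10 for *Col1a1*, -0.88 for *Col1a2* and -0.85 for *Col3a1*. The other fibroblast markers were lower too, between -0.65 for *Dpt* and -0.19 for *Pdgfra*, so the fall is not particular to collagens. The collagen genes were picked out after their values were seen, and the paper does not report them.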
